# Deciphering age-related transcriptomic changes in the mouse retinal pigment epithelium

**DOI:** 10.18632/aging.206219

**Published:** 2025-03-04

**Authors:** Sushil K. Dubey, Rashmi Dubey, Kyungsik Jung, Alvaro G. Hernandez, Mark E. Kleinman

**Keywords:** transcriptome, retinal pigment epithelium, oxidative stress, inflammation, chronological aging

## Abstract

Aging of the retinal pigment epithelium (RPE) leads to a gradual decline in RPE homeostasis over time, significantly impacting retinal health. Understanding the mechanisms underlying RPE aging is crucial for elucidating the background in which many age-related retinal pathologies develop. In this study, we compared the transcriptomes of young and aged mouse RPE and observed a marked upregulation of immunogenic, proinflammatory, and oxidative stress genes in aging RPE. Additionally, aging RPE exhibited dysregulation of pathways associated with visual perception and extracellular matrix production. Research on aging in post-natal quiescent RPE is hindered by the absence of relevant *in vitro* models. Here, we evaluated an *in vitro* model of chronologically aged primary human RPE to address this gap and observed gene expression patterns comparable to native-aged RPE. Gene expression profiling in this model highlighted its potential utility in investigating cellular and molecular mechanisms of RPE aging and in screening of therapeutic compounds. In conclusion, our findings underscore the pivotal role of inflammation, immune activation, and oxidative stress in the aging RPE landscape and provide insights into why age increases the risk of retinal pathologies.

## INTRODUCTION

The retinal pigment epithelium (RPE) is a monolayer of highly polarized cells positioned between the neuroretinal photoreceptors and the choroidal capillaries [1]. Originating from neuroectoderm, these post-mitotic cells display highly convoluted basal infoldings that attach to a specialized Bruch’s basement membrane which is an acellular layer separating the RPE from the choriocapillaris. The RPE forms a critical physiologic barrier in the outer retina offering multifunctional support to the photoreceptor layer and facilitating essential visual cycle metabolism [1, 2]. The RPE plays a vital role in retinal homeostasis by maintaining the integrity of the outer-retina blood barrier and facilitating nutrient and oxygen diffusion from blood to photoreceptors. A core function of the RPE entails the processing of visual cycle intermediates with the continuous exchange of retinal chromophores between photoreceptors and the RPE during which the RPE re-isomerizes all-trans-retinal to 11-cis-retinal and transports it back to photoreceptors [3, 4]. This process is central to the visual cycle and sustains photoreceptor function. Furthermore, the RPE stabilizes ion composition in the subretinal space through voltage-dependent ion conductance in its apical membrane which is also essential for maintaining photoreceptor excitability and viability [5]. Another critical role of the RPE is the phagocytosis of shed photoreceptor outer segments wherein the outer segments are digested and essential substances such as retinaldehyde are recycled and returned to photoreceptors to replenish light-sensitive outer segments [6]. Therefore, any damage and dysfunction in the RPE deleteriously affect the health of photoreceptors, degrade retinal function, and ultimately lead to vision loss.

During the physiological aging process, retinal tissues undergo functional decline and degeneration with the RPE serving as the primary site of damage in many age-related retinal diseases [7]. While aging itself may not invariably lead to the onset of conditions such as age-related macular degeneration (AMD), retinitis pigmentosa (RP), and diabetic retinopathy (DR), age-related changes can predispose the eye to these diseases [8]. AMD, a leading cause of vision loss in developed countries, is characterized by progressive degeneration of the RPE, retina, and choriocapillaris [9, 10]. Numerous studies have documented age-related physiological changes in the RPE and the underlying Bruch’s membrane, including the accumulation of intracellular granules containing oxidized lipids known as lipofuscin, mitochondrial DNA damage, lysosomal dysfunction, buildup of metabolic debris, and drusen biogenesis which is a hallmark feature of AMD progression [11–14]. Drusen accumulation impedes diffusion from the choroidal circulation to the retina exerting adverse effects on both RPE and photoreceptors. Drusen has a complex composition that comprises many inflammatory proteins, including complement factors, cytokines, C-reactive protein, IgG, and major histocompatibility class II molecules [15, 16]. Elevated expression and localization of proinflammatory factors associated with drusen biogenesis trigger oxidative stress and cellular dysfunction, which have long been recognized as significant factors influencing the pathophysiology of AMD [12, 17]. Due to the neural retina’s high energy requirements, the RPE remains metabolically active, constantly producing energy to support both the neural retina and the visual cycle. As a result, the RPE is abundant in mitochondria, making it a primary source of reactive oxygen species (ROS), and these mitochondria increase their ROS production during aging [18]. Despite scientific advancements that have established a multitude of molecular pathways significant in the pathogenesis of RPE atrophy and age-related retinal diseases, the genes driving biologic aging remain poorly understood [19, 20]. Deciphering differential gene expression profiles in young and aged RPE is critical to identifying molecular mechanisms that provide fundamental scientific insight into RPE aging and potential therapeutic targets for age-related retinal pathologies.

Chronological aging models of laboratory animals provide an extremely powerful experimental approach to studying molecular mechanisms that contribute to the development of age-related retinal diseases. Utilizing transcriptome-wide RNA sequencing, we studied differential gene expression profiles in the RPE/choroid of young and aged mice and identified global transcriptomic changes underlying the biologic aging of the RPE. The molecular pathways significantly enhanced in aged RPE suggest a predisposition in older mice towards inflammation, immune activation, and oxidative stress, which are known drivers of age-related retinal pathologies. In a correlated *in vitro* model of primary human RPE isolates, chronological aging similarly resulted in gene expression profiles associated with increased inflammatory and oxidative stress responses. These findings significantly expand our fundamental scientific understanding of age-related retinal diseases while offering potential new biomarkers for clinical diagnosis and therapeutic strategies to reverse biologic aging in the RPE.

## RESULTS

### Transcriptome profiling of young and aged mouse RPE/choroid

RNA-seq data were generated from RPE/choroid tissues of both young (2–3 months) and aged (20–24 months) C57BL/6J mice (*n* = 4, two males and two females per group). This comprehensive approach aimed to capture the entire transcriptome profile and provide insights into age-related changes in gene expression in RPE/choroid. 

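Each of the 8 libraries was made from RPE/choroid tissue of 2 eyes, 4 libraries from young and 4 from aged mice. The aged mice are given as 20 to 24 months old in the paper's text and as 22 to 24 months old in the legend of Figure 1. The authors trimmed the reads with cutadapt, aligned them to GRCm39 with STAR and counted them on genes with featureCounts. The deposited values are named TPM, but each column sums to 1000000 and 100% of its values are whole multiples of 1 read, so they are reads per 1000000 reads (CPM) without a gene length in them. The TMM normalization and the batch effect correction that the methods describe are not in these values, and the paper's text does not name the batch. The reads recovered from the values were 24591384, 23309686, 23101652 and 22753644 in young replicates 1 to 4, and 24230171, 24995419, 25177064 and 27743923 in aged replicates 1 to 4. Their mean was 24.5 M reads counted on genes per library (M, 1000000 reads), and the paper's average is 50.2 M reads per library. The sequencing was paired-end, and whether each count is a single read or a read pair was not determined here. CPM were divided by each library's median ratio to the geometric mean of the genes, a factor between 0.969 and 1.05, to give scaled CPM. A pseudocount of 0.5 was added before taking log2, and aged and young mice were compared with limma's moderated test with an intensity trend and Benjamini-Hochberg adjustment. All 21376 listed genes were tested, since the smallest mean of a gene over the 8 libraries was 0.157 CPM. A gene with at most 3 reads in each library of a group was treated as at the floor, which lay between 0.108 and 0.132 CPM, and this floor covers counting error only. Pairs of libraries of the same age differed by more than counting noise, with a chi-square per degree of freedom between 5.33 and 28.2. The 10 most abundant genes held between 7.32% and 8.68% of the reads of a library. The female-specific transcript *Xist* was at 3.09 and 4.08 CPM in the young libraries labelled male and at 1845 and 1860 CPM in those labelled female. In the aged group it was at 1585 and 1849 CPM in the libraries labelled male, and at 4.09 and 3.93 CPM in those labelled female. The summed level of 4 Y-linked genes (*Ddx3y*, *Kdm5d*, *Uty* and *Eif2s3y*) was 354 and 359 CPM in the young libraries labelled male, but 0 and 0.520 CPM in the aged libraries labelled male and 314 and 327 CPM in the aged libraries labelled female. No library was regrouped, and the comparison of ages does not use the sex labels.

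**Figure D1:**
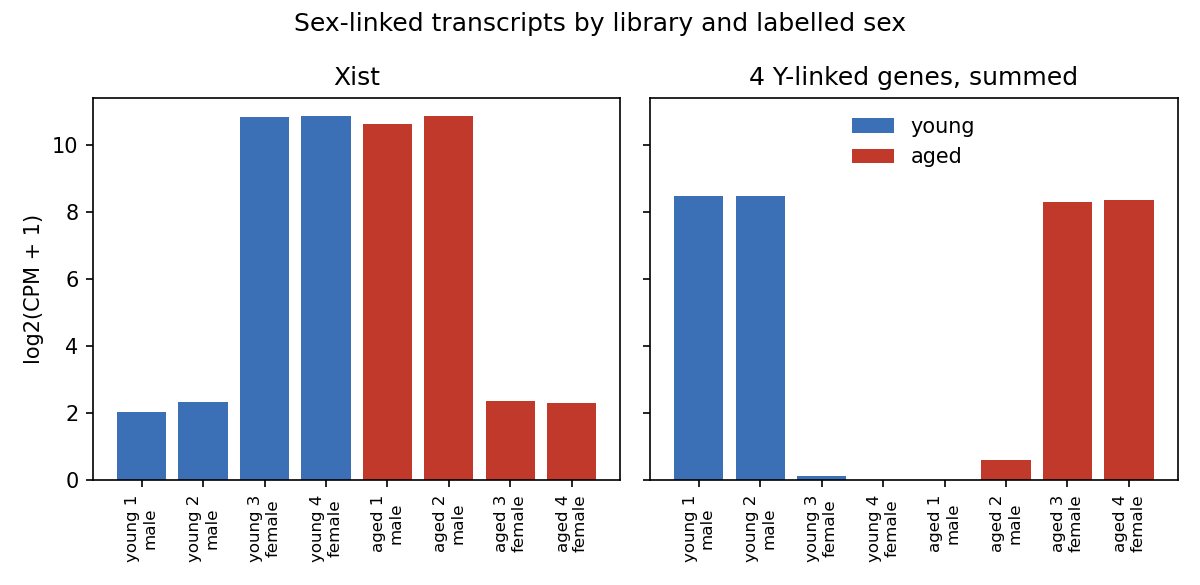
Level of Xist (left) and summed level of 4 Y-linked genes (right) in each library, as log2(CPM + 1), with the age, the replicate number and the labelled sex under each bar. In the aged group the libraries labelled male have Xist at 1585 and 1849 CPM, and those labelled female have the Y-linked transcripts at 314 and 327 CPM.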

The sequencing depth averaged 50.2 million reads per library, with 21,376 transcripts mapped to the mouse reference genome (GRCm39). Of the 21,376 transcripts mapped, 73.92% were protein-coding, and 18.4% were assigned to long non-coding transcript types, making them the predominant transcript types (Figure 1A). 

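The listed genes carry symbols only, so their types were read from the GENCODE vM39 annotation by symbol, which matched 87.7% of them. Protein-coding genes made up 71.6% of the listed genes and long non-coding genes 12.8%, while 12.3% of the symbols had no match. With the gene types of a RefSeq table, an alternative chosen after seeing the data that matched 97.1% of the symbols, these shares were 73.9% and 19.3%. Of the reads, 90.3% to 90.7% in young and 91.1% to 91.7% in aged libraries lay on protein-coding genes of GENCODE. Long non-coding genes held 3.76% to 3.89% of the reads in young and 3.07% to 3.30% in aged libraries.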

The remaining ~3.8% represent other transcript types such as snoRNAs, miRNAs, snRNAs, unclassified ncRNAs, antisense lncRNAs, tRNA, rRNA, pseudogenes, and polymorphic pseudogenes (Figure 1A). Principal component analysis (PCA) was performed using the normalized read counts to obtain a global characterization of the mouse transcriptome. PCA revealed distinct clustering of young and aged groups along PC1, accounting for 52.4% of the variance, suggesting age as the primary driving factor (Figure 1B). 

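On log2 scaled CPM of all listed genes, centred and without scaling of each gene, the first component held 49.7% of the variance and the second 13.9%. The young libraries had PC1 scores between -41.9 and -27.4 and the aged libraries between 32.8 and 35.6, a separation that an exact two-sided permutation test gives p = 0.029, the smallest that 4 against 4 libraries allow. Across the alternatives the PC1 share moved most on the 500 most variable genes, to 61.8%, and it was 38.4% with each gene scaled to unit variance. The separation along PC1 was complete under each alternative. On PC2, the libraries with high *Xist* had scores between -37.1 and -3.54. Those with high levels of Y-linked transcripts had scores between 6.84 and 22.1. PC2 thus separated the libraries by their sex-linked transcripts, which was seen afterwards and not tested. Aged replicate 1 had a score of -37.1 and aged replicates 3 and 4 had scores of 21.9 and 22.1.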

To elucidate the biological processes underlying this segregation, Gene Ontology (GO) analysis was performed on the top 100 loading genes of PC1. Genes with positive loadings in PC1 exhibited enrichment in GO terms related to defense response, immune response, and inflammatory response pathways (Figure 1C), while genes with negative loadings in PC1 were enriched for GO terms associated with visual perception and phototransduction (Figure 1D and Supplementary Table 1).

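Since GO was not used here, the 100 genes with the largest PC1 loadings toward aged and the 100 toward young mice were compared with Reactome sets and with marker lists. The genes toward aged mice included 28 of the 33 genes labelled as higher in the volcano plot of Figure 1F, 5 of 17 macrophage and microglia markers, 6 of 15 B and plasma cell markers and 4 of 9 mast cell markers. *Atp6v0d2*, *Igha*, *Serpina3n*, *Il7r* and *Lyz1* had the largest loadings. Of these 100 genes, 52 lay in the Reactome background of 5462 tested genes, and 3 sets passed an adjusted p of 0.05, each with an adjusted p of 2.2e-04 from a hypergeometric test across genes. These were degradation of the extracellular matrix (9 of 95 genes), activation of matrix metalloproteinases (5 of 18) and extracellular matrix organization (12 of 217). Toward young mice, the genes included *Dlk1*, *Trhde* and *Opn1mw*, and 1 of 9 cone and 0 of 18 rod genes. Of those, 22 lay in the Reactome background, and the smallest adjusted p of a set was 1.0.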

**Figure 1:**
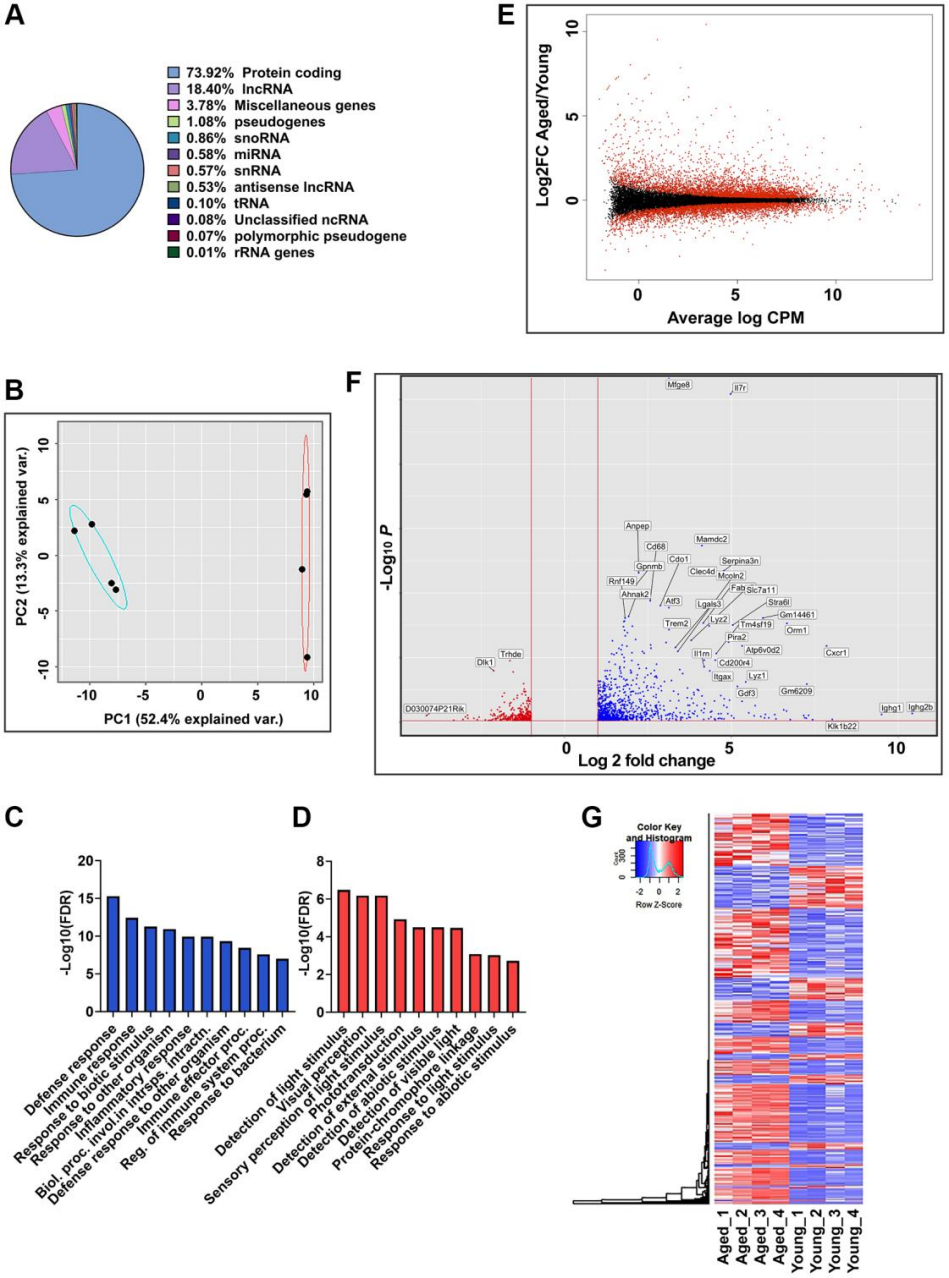
**Global gene expression analysis in RPE/choroid of young and aged mice.** (**A**) Pie chart represents the percent of globally expressed transcript subspecies across young (2–3 months, *n* = 4) and aged (22–24 months, *n* = 4) mice RPE/choroid from 21,376 annotated transcripts. (**B**) PCA plots of whole transcriptome data showed distinct clustering of young and aged mice along PC1, which captures the maximum variance (52.4%). Blue and red ellipses indicate young and aged mice and black dots represent the biological replicates (*n* = 4). (**C**, **D**) GO enrichment terms associated with the top 100 PC1 positive loading genes (**C**) and PC1 negative loading genes (**D**). (**E**) MA plot of log2 fold change versus average log counts-per-million (CPM) based on edgeR analysis showing the differential gene expression between aged and young mice RPE/choroid. Red dots indicate differentially expressed genes (FDR ≤0.05), and black dots indicate non-differentially expressed genes. (**F**) Volcano plot showing genes significantly (*p*-adj value < 0.05) upregulated (red) and downregulated (blue) in aged mice RPE/choroid. The x-axis represents log2-fold change, and the y-axis represents −log10 (*p*-value). The dotted line shows a cutoff of −log10 (*p*-value) < 0.05. Annotated dots represent the top significantly regulated genes. (**G**) Hierarchical clustering and heatmap analysis of gene expression in the RPE/choroid tissues of the young vs. aged mice. Blue to red represents low to high gene expression.

Differential expression analysis using edgeR identified significant alterations in 5,469 genes between young and aged RPE/choroid samples (adjusted *p*-value < 0.05). 

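With limma on the scaled CPM, 5757 of the 21376 genes had an adjusted p under 0.05, 3214 of them (55.8%) higher and 2543 lower in aged mice. Leaving out 1 library at a time gave 4633 to 5670 genes, the lowest number without young replicate 2, and between 4514 and 5064 of these were among the 5757. The CPM as deposited, without further scaling, gave 6181 genes, 5112 of them shared, and turned the balance of directions, since only 41.6% of them were higher in aged mice. Quantile normalization did the same, with 46.7% higher. The median log2 fold change of all genes was -0.02 with the median-ratio scaling and -0.07 as deposited. In 6199 genes (29.0%) the 4 aged and the 4 young libraries did not overlap, against 2.86% of genes by chance, and 5206 of them had an adjusted p under 0.05. Protein-coding genes passed this threshold more often (30.2%) than long non-coding genes (17.2%).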

The gene expression distribution across the entire transcriptome dataset was depicted through an MA plot (Figure 1E). Thresholds of the adjusted *p*-value < 0.05 and log2 fold change (Log_2_FC) ≤−1 and ≥+1 were applied to define differentially expressed genes (DEGs). 

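A log2 fold change of at least 1 in either direction was required as well, and 809 genes passed both thresholds, 665 of them higher and 144 lower in aged mice. These numbers depended on the pseudocount, with 837 higher and 283 lower genes at a pseudocount of 0.1, and 523 and 90 at a pseudocount of 1. Tests on the recovered reads do not use this pseudocount. Even so, edgeR's log2 fold changes stay finite with 0 reads in all young mice (9.50 for *Ighg1*). Its counts past the fold threshold therefore still depend on how 0 reads are treated. The tests on recovered reads were run after seeing the data, although the quasi-likelihood test and DESeq2 had been set beforehand for counts. They gave 879 higher and 301 lower genes with edgeR's quasi-likelihood test, 894 and 322 with DESeq2, 955 and 373 with edgeR's likelihood ratio test, and 939 and 363 with its exact test.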

Analysis revealed 1,300 DEGs, including 939 upregulated and 361 downregulated genes in aged RPE compared to young RPE. 

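Full values follow for the genes with the largest fitted log2 fold changes in each direction whose aged and young libraries did not overlap. This ranking holds at the pseudocount of 0.5, which shrinks the changes of genes with few reads. The lower bounds given below for *Ighg2b* and *Cxcr1* exceed the largest increase in it, although they are taken from mean CPM and not from mean log2 values. *Atp6v0d2* (chromosome 4 of GRCm39, 19876838 to 19922614) rose from 4.48 ± 2.11 to 179.0 ± 18.9 scaled CPM (SD, n = 4 mice per age), a log2 fold change of 5.27 (standard error 0.26, adjusted p = 8.4e-07 from limma). *Serpina3n* (chromosome 12, 104372810 to 104380597) rose from 9.79 ± 2.53 to 267.6 ± 42.1 scaled CPM, a log2 fold change of 4.73 (standard error 0.17, adjusted p = 1.8e-07). *Il7r* (chromosome 15, 9505874 to 9530262) rose by 4.64 (standard error 0.10, adjusted p = 3.4e-09). *Igha* had a log2 fold change of 5.03, with a wide spread among aged mice (48.9 ± 36.2 scaled CPM). *Lyz1* had a log2 fold change of 4.50, and its level in young replicate 2, 0.498 scaled CPM, lay apart from the 0.729 to 0.743 of the other young mice. Among the lower genes, *Cilp2* (chromosome 8, 70333018 to 70340337) went from 22.9 ± 4.43 to 4.92 ± 2.72 scaled CPM, a log2 fold change of -2.29 (standard error 0.39, adjusted p = 0.0017). *Dlk1* had a log2 fold change of -1.98, *Sox11* of -1.89, *Ggt1* of -1.86 and *Gm40766*, which has no GENCODE entry, of -1.74. *Sox11* was at 19.8 scaled CPM in young replicate 2 and at 14.9 to 15.1 in the other young mice. Each of these 10 genes kept an adjusted p under 0.05 with any 1 library left out. Of the 33 genes labelled as higher in Figure 1F, 32 were higher at an adjusted p under 0.05, both over all genes and adjusted over the list alone. Their median log2 fold change was 3.53, or 3.62 with 5 genes that were at the floor in young mice set at their lower bounds. The labelled genes were chosen in the study on these same libraries, so the count over the list alone is not independent evidence, and this holds for every list of the paper's genes. The exception was *Klk1b22*, with reads in aged replicates 1 and 2 only and an adjusted p of 0.15, which passed on the recovered reads with edgeR's exact test (adjusted p = 0.0078) and its likelihood ratio test (adjusted p = 0.0015), both chosen after seeing the data. *Klk1b22* did not pass with edgeR's quasi-likelihood test (adjusted p = 0.072) or with DESeq2 (adjusted p = 0.085). The log2 fold change against the floor was at least 7.32 for *Ighg2b*, where aged replicate 1 alone had 68.6 scaled CPM, at least 6.00 for *Cxcr1*, at least 4.81 for *Ighg1*, at least 4.18 for *Gm6209* and at least 3.33 for *Klk1b22*. These bounds compare the mean CPM of the aged mice with the floor, whereas the fitted changes compare mean log2 values. Those for *Ighg2b*, *Ighg1* and *Klk1b22* therefore rest mostly on few aged mice. *Ighg1* was at 7.71, 6.42, 0.323 and 0.255 scaled CPM in aged replicates 1 to 4. *Ighg1* lost its call in 6 of the 8 fits that each left out 1 library. *Dlk1*, *Trhde* and *D030074P21Rik*, labelled as lower, had a median of -1.64, and the last had reads in aged replicate 3 only among aged mice (0.0807 scaled CPM).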

A volcano plot illustrated the magnitude of differential expression (Figure 1F) with higher transcriptional activation in aging mouse RPE/choroid, as measured by both the number of DEGs induced and their Log_2_FCs. Furthermore, hierarchical clustering and heatmap analyses of these DEGs illustrated distinct expression profiles between young and aged groups consistent with age-associated alterations in RPE gene expression (Figure 1G).

### Gene enrichment analysis reveals induction of immune and inflammatory response in aged mouse RPE/choroid

To further elucidate the characteristics of the DEGs, we performed a GO analysis using the top 100 significantly upregulated and downregulated genes. The functional GO terms were classified into three categories: biological process (BP), cellular component (CC), and molecular function (MF), as shown in Figure 2A, 2B. 

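All genes that passed both thresholds, not only the top 100, were compared with Reactome sets against the 5462 tested genes that belong to any set. The 665 higher genes were over-represented in 31 sets by a hypergeometric test across genes, with genes not being independent replicates. Degradation of the extracellular matrix had the smallest adjusted p (23 of 95 genes, 6.5e-08), followed by extracellular matrix organization (34 of 217, 2.9e-07). Immunoregulatory interactions between lymphoid and non-lymphoid cells (15 of 55 genes, adjusted p = 9.4e-06) and initial triggering of complement (7 of 10, adjusted p = 1.4e-05) were also among the 31 sets. With the 100 higher genes of smallest p, the smallest adjusted p of a set was 0.31. Over all tested genes, camera with a preset correlation of 0.01 between genes was run on 1153 Reactome sets. Initial triggering of complement had a median log2 fold change of 1.31 (adjusted p = 6.0e-05; 0.0034 with fry). With the correlation estimated from the libraries, its adjusted p was 0.50. Of the 51 gene lists tested in the same way, 35 passed with camera and 37 with fry, 33 of them shared, and 5 with the estimated correlation. These 5 were the genes labelled as higher in Figure 1F, the lower qPCR genes of Figure 4B, the neuronal synapse hub genes, and the protein digestion and ECM-receptor genes of Figure 3C. All 5 were chosen in the study because they changed in these same libraries. None of the marker lists or gene families written apart from the paper passed with the estimated correlation.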

For genes upregulated in aged RPE, GO analysis revealed a notable enrichment in biological processes associated with immune response, regulation of immune system processes, inflammatory response, defense response, cell activation, positive regulation of immune system processes, regulation of immune response, leukocyte activation, immune effector processes, and leukocyte-mediated immunity. Additionally, molecular function and cellular component GO terms displayed enrichment in signaling, receptor activity, extracellular space, and cell surface, indicative of active proinflammatory milieu in the aging RPE (Figure 2A and Supplementary Table 2). GO annotation of downregulated genes included processes related to visual perception, sensory perception of light stimulus, detection of light stimulus, detection of visible light, detection of external stimulus, detection of abiotic stimulus, phototransduction, cellular response to interferon-beta, response to interferon-beta, and response to light stimulus (Figure 2B). This decline in the expression of genes associated with visual pathways and phototransduction is consistent with the potential degeneration of RPE and impaired vision associated with aging. 

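Lists of photoreceptor, inner-retina and interferon-response genes, written before the data were examined, give the levels behind these terms. The median log2 fold change of 18 rod genes, 10 of which the paper names, was -0.71, and 17 of them were lower at an adjusted p under 0.05 over all genes and 18 adjusted over the list alone. Of 9 cone genes 6 were lower, with a median of -0.74. Of the genes called lower, 4 rod and 2 cone genes lost their call in at least 1 of the 8 fits without 1 library. The mean level of each of these lists was lower in every aged than in every young library (exact two-sided permutation test, p = 0.029 for each, adjusted p = 0.048 over 60 lists). The 60 lists include those that the study chose on these same libraries, and their small p-values lower this adjusted p. The 20 inner-retina genes had a median of -0.27, 2 of them were higher by adjusted p, over all genes and over the list alone, and their level did not separate the ages (exact permutation test, p = 0.57). This median was -0.52 without young replicate 1, -0.07 without young replicate 2, -0.12 without young replicate 3 and -0.10 without aged replicate 3. The Reactome set of the phototransduction cascade (26 genes) had a median of -0.45 (camera adjusted p = 1.5e-04; 0.026 with fry) and The canonical retinoid cycle in rods twilight vision (15 genes) of -0.57 (adjusted p = 7.5e-07; 0.0024 with fry). The 36 interferon-response genes had a median of -0.34, with 2 genes lower by adjusted p over all genes and 1 adjusted over the list alone. This difference rested on young replicate 3, whose level stood at 1.61 above the mean of the 8 libraries, while the other libraries lay between -0.50 and -0.05. Without young replicate 3 the median was 0.13, with 8 genes higher and 2 lower by adjusted p. Without young replicate 2 the median was -0.54. Reactome's Interferon Signaling set (109 genes) had a median of 0.00 (camera adjusted p = 0.19), and 0.13 without young replicate 3 (adjusted p = 7.7e-04).

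**Figure D2:**
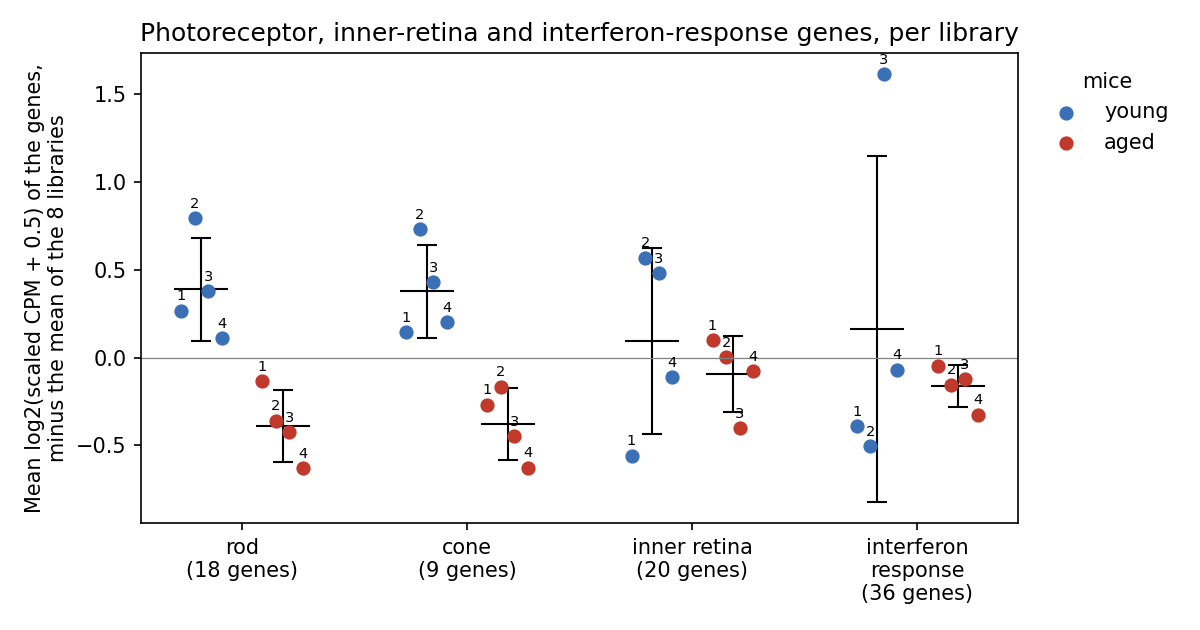
Mean log2 level of rod, cone, inner-retina and interferon-response genes in each library, relative to the mean of the 8 libraries, for young and aged mice. Points are libraries with their replicate number, and bars show the mean ± SD of 4 mice. Rod and cone levels of the aged mice lie below those of the young mice, and young replicate 3 stands at 1.61 for the interferon-response genes.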

Photoreceptor outer segment and G-protein coupled photoreceptor activity were the most significantly enriched GO terms in the cellular component and molecular function categories, respectively (Figure 2B and Supplementary Table 2). These findings suggest that genes implicated in crucial RPE functions, such as maintaining visual processing in the retina including absorption of light passing through the neurosensory retina, phagocytosis of photoreceptor outer segments, and sustaining the retinoid cycle or visual cycle are impacted by aging.

**Figure 2:**
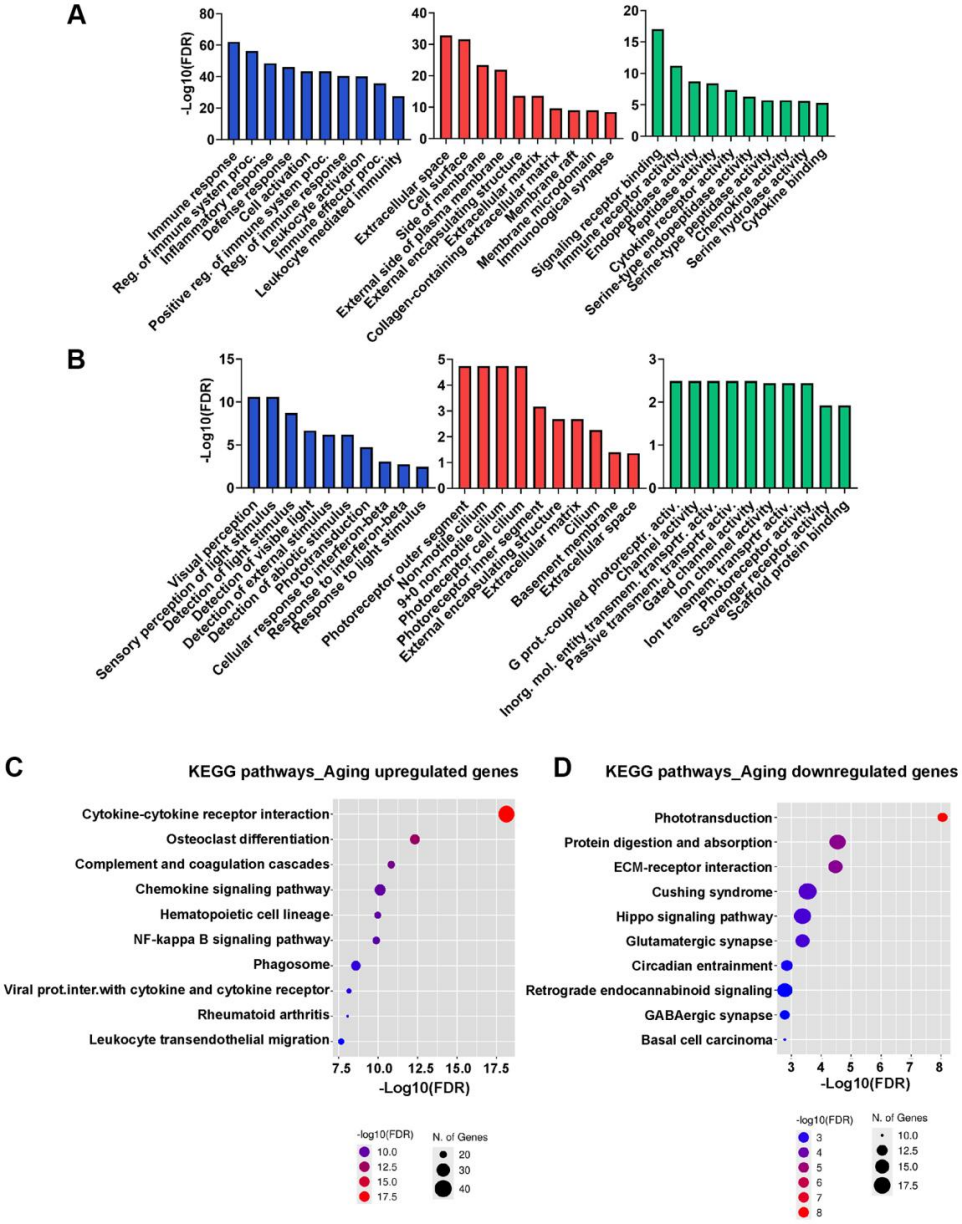
**GO and KEGG functional enrichment analysis.** (**A**, **B**) GO analysis of upregulated (**A**) and downregulated (**B**) genes in aged RPE/choroid in the BP, CC, and MF categories. The x-axis displays the top 10 most significant GO terms, and the y-axis represents the -log10 (FDR) of the enriched terms. (**C**, **D**) Dot plot showing KEGG pathway enrichment analysis of upregulated (**C**) and downregulated (**D**) genes in aged RPE/choroid. The y-axis presents the names of the top 10 enriched pathways, and the x-axis represents the -log 10 (FDR). The number of DEGs enriched in a pathway is denoted by bubble size, and the -log10 (FDR) is reflected by the bubble’s color. Abbreviations: DEGs: differentially expressed genes; GO: Gene Ontology; CC: cellular component; MF: molecular function; BP: biological process; KEGG: Kyoto Encyclopedia of Genes and Genomes.

DEGs were then mapped to their biologically relevant pathways using the KEGG pathway database. Among the ten most significantly upregulated pathways in aging RPE, the majority were immune-related (Figure 2C) with the cytokine-cytokine receptor pathway being the most enriched (*p*-value: 7.4E-19; Supplementary Figure 1). This finding aligns well with the results of the GO analysis, as cytokine production is known to be highly responsive to inflammation in the RPE [21]. 

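Of the 31 genes that Figure 3A labels in this pathway, 29 were higher at an adjusted p under 0.05 over all genes and 31 adjusted over the list alone, with a median log2 fold change of 1.37. *Cxcr3* (0.84, adjusted p = 0.053) and *Cxcr2* (0.76, adjusted p = 0.067) were the exceptions, and each passed with edgeR's exact test on the recovered reads, chosen after seeing the data. With edgeR's quasi-likelihood test 28 of the 31 genes were higher, and *Cxcr2* did not pass (adjusted p = 0.051). *Cxcl2* (0.61, adjusted p = 0.049) lost its call in 6 and *Ccl22* (0.89, adjusted p = 0.025) in 3 of the 8 fits without 1 library. Gene families were also taken by symbol, apart from the pathway. Among 42 chemokines and chemokine receptors, 16 were higher by adjusted p, with a median of 0.34, and among 41 interleukins and their receptors 19 were higher, with a median of 0.47. The chemokine median moved to 0.68 without young replicate 3. Among 27 genes of the TNF family and its receptors, 13 were higher and 3 lower. In the TGF family, 11 of 36 genes were higher and 9 lower, and the median of 0.03 changed sign with the CPM as deposited (-0.03), with quantile normalization (-0.02) and without aged replicate 1 (-0.0031). Adjusted over the list alone, 18 chemokine, 22 interleukin, 16 TNF family and 13 TGF family genes were higher, and 4 TNF family and 9 TGF family genes were lower.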

Within this pathway, a total of 94 genes exhibited significant alterations in aged RPE/choroid comprising both receptor and ligand molecules including numerous chemokines, cytokines, interleukins, TNF, and TGF factors. This extensive modification underscores the presence of a robust autocrine and paracrine signaling milieu in aging RPE (Supplementary Figure 1). Other prominent age-related networks that emerged from KEGG analysis were osteoclast differentiation, complement activation, and coagulation cascades (Figure 2C). In contrast, downregulated genes did not exhibit significant enrichment in any pathways, potentially due to many of these genes lacking annotations in specific KEGG pathways. Therefore, we expanded our analysis to include 1,418 genes using a threshold of adjusted *p*-value < 0.05 and Log_2_FC ≥0.5 for KEGG analysis. 

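All 25 genes that Figure 3A labels under osteoclast differentiation were higher at an adjusted p under 0.05, over all genes and adjusted over the list alone, with a median log2 fold change of 1.68 and a range of 0.77 to 4.02. The lowest of them, *Lck*, lost its call in 6 of the 8 fits without 1 library. Of the 18 genes labelled under complement and coagulation cascades, 17 were higher over all genes and 18 adjusted over the list alone, with a median of 1.38. *C3* (chromosome 17, 57510964 to 57535155) rose from 15.5 ± 9.11 to 197.9 ± 26.6 scaled CPM (SD, n = 4 mice per age), a log2 fold change of 3.81 (standard error 0.34, adjusted p = 3.0e-05 from limma). *Serpina1b* had an adjusted p of 0.053, and passed without aged replicate 1 (0.026). *Serpina1d*, at the floor in young mice, was at least 2.23 higher on the log2 scale and did not pass without aged replicate 2 (adjusted p = 0.052). Reads of these close paralogs were counted as the authors assigned them.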

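At an adjusted p under 0.05 and a log2 fold change of at most -0.5, 1248 genes were lower in aged mice. The CPM as deposited gave the largest number among the alternatives set before the data were examined, 1605, and the fits without 1 library gave 1009 to 1266. Of the 1248 genes, 251 lay in the Reactome background of 5462 tested genes, and 18 sets were over-represented at an adjusted p under 0.05. Visual phototransduction was the first of them, with 24 of its 72 genes (adjusted p = 3.4e-12 from a hypergeometric test across genes). At the stricter threshold, 25 of the 144 lower genes lay in the background and the smallest adjusted p of a set was 0.49.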

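Of the 11 genes that Figure 3C labels under phototransduction, 10 were lower at an adjusted p under 0.05 over all genes and 11 adjusted over the list alone, with a median log2 fold change of -0.69. *Rcvrn* (chromosome 11, 67586141 to 67594159) went from 49.8 ± 12.1 to 23.1 ± 3.98 scaled CPM (SD, n = 4 mice per age), a log2 fold change of -1.08 (standard error 0.16, adjusted p = 8.3e-04 from limma). *Sag* had a log2 fold change of -0.58 (adjusted p = 0.046) and lost its call in 6 of the 8 fits without 1 library. The 8 genes labelled under protein digestion and absorption were all lower, with a median of -0.90, as were the 11 labelled under ECM-receptor interaction, with a median of -0.81; the same 8 and 11 passed adjusted over the list alone. *Mme* had a log2 fold change of -1.22, *Col1a1* of -1.23 and *Frem2* of -1.38. *Itgav*, with -0.50, had the smallest change among the ECM-receptor genes. *Col2a1*, which is in both lists (-0.70, adjusted p = 0.036), lost its call in 6 of these fits, and *Pde6a* did so without aged replicate 4 (adjusted p = 0.054).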

Among the top three downregulated pathways were phototransduction, protein digestion and absorption, and extracellular matrix (ECM)-receptor interaction (Figure 2D). The downregulation of the phototransduction pathway and dysregulation of protein turnover emerged as key processes in aging RPE. Furthermore, the loss of ECM-receptor interaction underscores a hallmark of RPE aging which likely contributes to the disorganization of the ECM [22].

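Wider groups of extracellular matrix genes, which include genes labelled in Figure 3C, changed in both directions. Of 43 collagen genes, among them *Col1a1*, *Col2a1*, *Col4a3* and *Col4a4* of that figure, 12 were lower and 6 higher at an adjusted p under 0.05 over all genes, and 13 lower and 7 higher adjusted over the list alone. Their median log2 fold change was -0.10, and it was -0.0038 without aged replicate 1, -0.06 without young replicate 1, -0.17 without young replicate 3 and -0.14 with the CPM as deposited. In the Reactome set of extracellular matrix organization (217 genes), 83 genes were higher and 37 lower, with a median of 0.11 (camera adjusted p = 0.011; 0.0036 with fry). By hypergeometric tests across genes, the same set was over-represented among the 665 higher genes past both thresholds (34 genes, adjusted p = 2.9e-07). It was so among the 1248 lower genes too (25 genes, adjusted p = 0.0027). The 34 genes include mast cell markers (*Cma1*, *Tpsab1*, *Tpsb2*), the macrophage marker *Ctss* and the integrins *Itgal*, *Itgam*, *Itgax* and *Itgb2*. They also include *Col10a1*, *Col14a1*, *Fn1*, *Dcn* and *Lum*. The 25 genes include *Col1a1*, *Col2a1*, *Col4a3*, *Col4a4*, *Eln*, *Lamb1* and *Nid2*. The higher genes of this set are therefore not matrix components alone.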

### Establishment of PPI networks and hub gene analysis

We constructed a Protein-Protein Interaction (PPI) network utilizing the STRING database (v12.0) and Cytoscape software to evaluate the relationship among the upregulated DEGs in the aging RPE [23]. To ensure the reliability of the PPIs, we set a stringent cutoff threshold of a high confidence interaction score of ≥0.9, resulting in a robust PPI network comprising 726 nodes and 437 edges. Using the Cytoscape MCL mode, DEGs were subclustered within the PPI network, with the top five significant KEGG pathways assigned to distinct clusters (Figure 3A). Subsequently, interactions within the network were leveraged to identify hub genes using the Maximal Clique Centrality (MCC) algorithm in the CytoHubba plugin [24] of Cytoscape. In this analysis, genes with the top 20 MCC scores were designated as hub genes (Figure 3B). Among these 20 hub genes were key players involved in the NADPH oxidase complex (*Cyba, Cybb, Ncf1, Ncf2, Ncf4, Nox4, Rac2*), the complement pathway (*C1qa, C1qb, C1qc, C1ra, C1s1, C4b, Serping1*), and chemokines and chemokine receptors (*Ccl2, Cxcl1, Cxcl12, Cxcl5, Cxcr2*) (Figure 3B).

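All 7 genes of the NADPH oxidase group were higher in aged mice at an adjusted p under 0.05, with a median log2 fold change of 1.84. *Cybb* (chromosome X, 9301491 to 9354010) rose from 56.3 ± 30.5 to 299.9 ± 38.4 scaled CPM (SD, n = 4 mice per age; log2 fold change 2.53, standard error 0.28, adjusted p = 1.0e-04 from limma). *Cyba* rose by 1.86 and *Nox4* by 1.84. All 7 complement hub genes were higher, with a median of 1.51. *C1s1* (chromosome 6, 124507297 to 124559389) rose from 76.3 ± 11.0 to 264.2 ± 27.4 scaled CPM (log2 fold change 1.79, standard error 0.10, adjusted p = 2.1e-06), *C4b* rose by 1.80 and *C1qa* by 1.07. The close paralog *C4a* was at 1.03 ± 0.529 scaled CPM in young and 1.30 ± 0.401 in aged mice, against 175.4 ± 120.4 and 529.1 ± 27.4 for *C4b*. Of the 5 chemokines and receptors, 4 were higher over all genes and 5 adjusted over the list alone, with a median of 1.42. *Cxcr2* was at 0.362 ± 0.154 scaled CPM in young and 1.04 ± 0.705 in aged mice, and among the fits without 1 library only that without aged replicate 4 gave an adjusted p under 0.05 (0.048). *Cxcl12* rose by 1.16, from a level that in young replicate 1 (172.6 scaled CPM) lay apart from the other young mice (211.1 to 217.2). *Ccl2* rose by 1.42 and *Vcam1*, the remaining hub gene of Figure 3B, by 1.09. The level of each of these lists was higher in every aged than in every young library. In aged replicate 1 the NADPH oxidase and complement levels lay apart from those of the other aged mice. From the mapping of these hub genes to redox, complement and chemokine pathways, and from the direction of most genes there, the paper concludes that oxidative stress, complement and the chemokine system take part in RPE aging (Figure 5A, 5B).

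**Figure D3:**
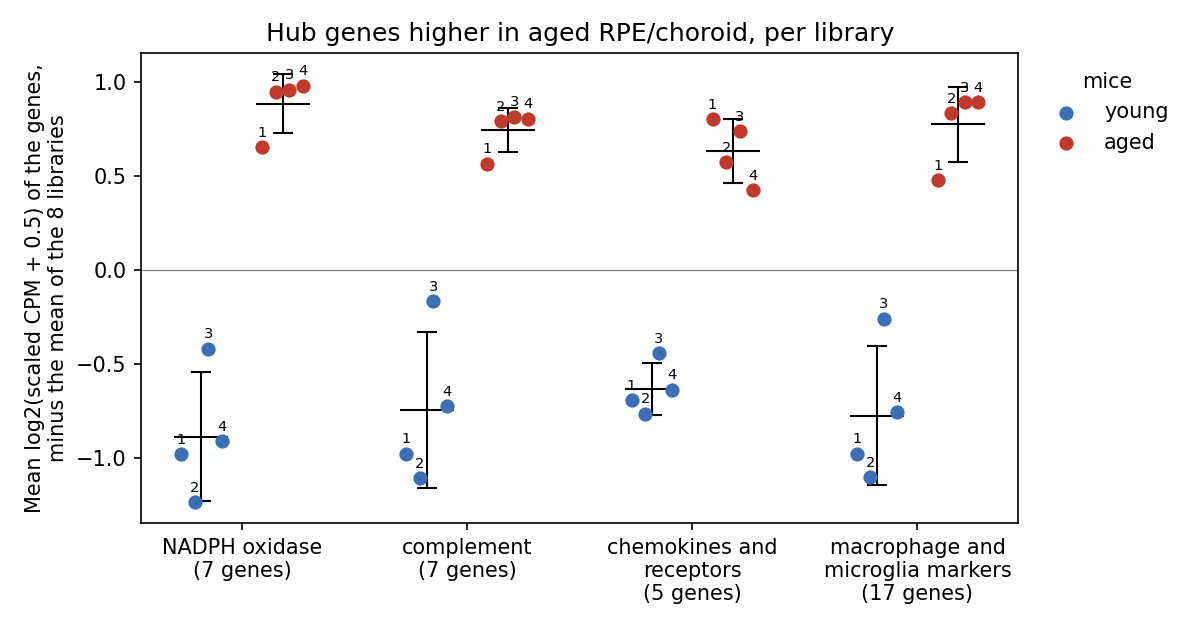
Mean log2 level of the NADPH oxidase, complement and chemokine hub genes and of 17 macrophage and microglia markers in each library, relative to the mean of the 8 libraries, for young and aged mice. Points are libraries with their replicate number, and bars show the mean ± SD of 4 mice. Aged mice lie above young mice on each list. Aged replicate 1 is the lowest aged library on the NADPH oxidase (0.65), complement (0.57) and macrophage (0.48) lists, and the highest on the chemokine list (0.80).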

**Figure 3:**
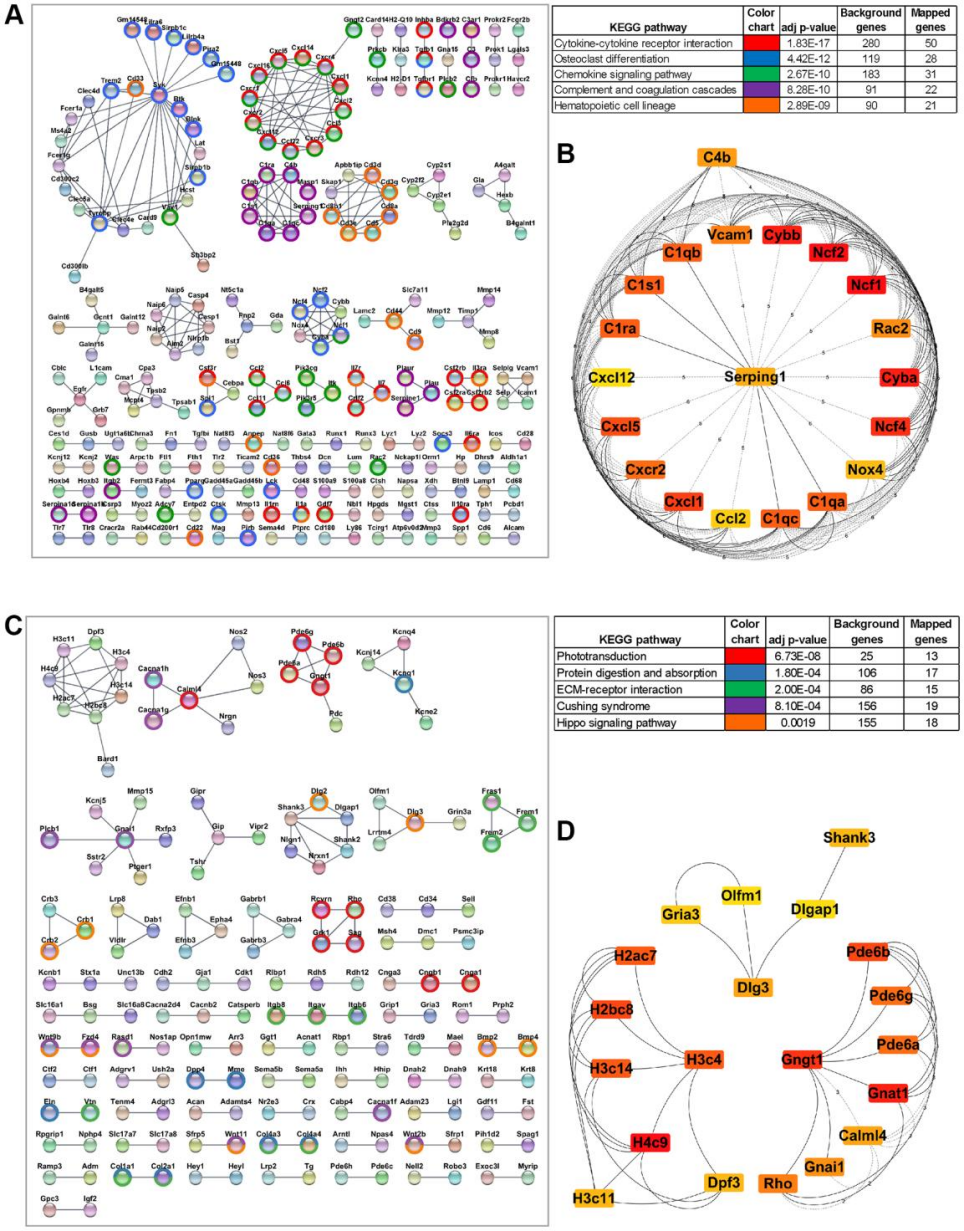
**Protein-protein interaction (PPI) network of differentially expressed genes and the hub genes.** (**A**) STRING network of PPI generated using DE genes upregulated in aging RPE/choroid (FDR <0.05, log2 fold change >1). Significant clusters from the PPI network complex were constructed using the Cytoscape MCL plugin. Genes mapped to top KEGG pathways are highlighted. (**B**) The top 20 hub genes in the PPI network were identified using the Cytoscape plugin cytoHubba based on their maximal clique centrality (MCC) score. The 20 identified hub genes are displayed from red (high MCC score) to yellow (low MCC score). (**C**) PPI network constructed using DE genes downregulated in aging RPE/choroid (FDR <0.05, log2-fold change >0.05). The network is subclustered using the Cytoscape MCL plugin and the highlighted genes are mapped to top KEGG pathways. (**D**) Top 20 aging downregulated hub genes screened by the cytoHubba plugin of Cytoscape based on the MCC score where red nodes represent a higher MCC score and yellow represents a lower score.

A similar analysis was performed using the 1,418 DE genes (*p*-value < 0.05 and Log_2_FC ≥0.5) downregulated in aging RPE. These genes were integrated into a coexpression network at a cutoff threshold of ≥0.9 confidence interaction score utilizing STRING and Cytoscape with 776 nodes and 181 edges. The DEGs were further subclustered using the Cytoscape MCL function and mapped to various KEGG pathways (Figure 3C). The most significant cluster, comprising 20 hub genes, was identified using the MCC algorithm (CytoHubba), consisting of genes central to chromatin organization (*H2ac7, H2bc8, H3c11, H3c14, H3c4, H4c9, Dpf3*), visual perception (*Pde6a, Pde6b, Pde6g, Gnat1, Calml4, Gnai1, Rho and Gngt1*), and neuronal synapse genes (*Shank3, Dlg3, Dlgap1, Olfm1, Gria3*) (Figure 3D).

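The 7 chromatin genes were all lower at an adjusted p under 0.05, with a median log2 fold change of -0.59 and a range of -0.74 to -0.55. *H3c4* (chromosome 13, 23759937 to 23761855) went from 8.42 ± 2.18 to 4.76 ± 0.514 scaled CPM (SD, n = 4 mice per age; standard error of the log2 fold change 0.17, adjusted p = 0.0089 from limma). *H3c14*, at 1.49 ± 0.268 scaled CPM in young mice, had an adjusted p of 0.048 and lost its call in 6 of the 8 fits without 1 library. *Dpf3* (-0.57, adjusted p = 0.048) lost it in 7, and *H3c11* (-0.59, adjusted p = 0.023) in 3, without young replicate 2 (adjusted p = 0.060), aged replicate 3 (0.057) or aged replicate 4 (0.065). Histone genes have near-identical paralogs, so their reads depend on how the authors' counting assigned them. Of all 57 replication-dependent histone genes listed, 10 were lower by adjusted p over all genes and 8 adjusted over the list alone, and 50 had a negative log2 fold change. Their median was -0.19, and -0.10 without young replicate 3. Of the 8 visual perception genes, 7 were lower over all genes and 8 adjusted over the list alone, with a median of -0.70. *Gnat1* went from 523.1 ± 127.6 to 275.7 ± 51 scaled CPM (log2 fold change -0.91, standard error 0.17, adjusted p = 0.0024), and *Pde6g* changed by -0.94. *Gngt1* (-0.61, adjusted p = 0.063) passed without young replicate 1 (0.022) or aged replicate 1 (0.040), with the CPM as deposited and with quantile normalization. The 5 neuronal synapse genes were all lower, with a median of -0.55. *Olfm1* changed by -0.59, and *Shank3* by -0.67, with 28.4 scaled CPM in aged replicate 1 against 42.9 to 44.4 in the other aged mice.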

### Validation of RNA-seq profiles by qPCR

We validated our RNA-seq data findings through qPCR analysis using a new cohort of animals. 

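In the RNA-seq data, the 12 genes later tested by qPCR as higher in aged mice all had an adjusted p under 0.05 with a median log2 fold change of 1.79, and the 17 tested as lower all had an adjusted p under 0.05 with a median of -0.63, and the same 12 and 17 passed adjusted over the list alone. Of these, *H3c11* did not keep its call in each fit without 1 library. *Best1* rose from 1.95 ± 0.310 to 5.60 ± 0.775 scaled CPM (SD, n = 4 mice per age). *Opn1mw* had the largest decrease, from 4.23 ± 0.598 to 1.40 ± 0.252 scaled CPM, and *H1f0* the smallest, from 157.5 ± 17.5 to 124.0 ± 6.26. *Hdac3* had a log2 fold change of -0.12 (standard error 0.07, adjusted p = 0.22 from limma), which became -0.19 with an adjusted p of 0.048 on the CPM as deposited. *Hdac8* had a log2 fold change of -0.03 (standard error 0.09, adjusted p = 0.82), which was 0.04 without aged replicate 2. The animals of the qPCR experiment were not analysed here.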

We selected 31 genes: 12 age-upregulated, 17 age-downregulated, and two genes that showed no significant difference between young and aged RPE. The age-upregulated representative genes of major pathways included *Cybb, Cyba, Ncf1, Ncf2,* and *Ncf4* for the oxidative stress and redox pathway, *C1qb, C3*, *C4b, and C1s1* for the complement pathway, *Cxcr1* and *Cxcr4* for chemokine response and *Best1,* an RPE-specific marker (Figure 4A). For transcripts downregulated in aging, we analyzed *Rpe65*, the classical RPE biomarker; histones *H1f0* and *H3c11*; hub genes *Gnai1, Gria3, Gnat1*; visual and phototransduction pathway genes *Opn1mw, Rdh8, Rbp3, Gpc3, Rdh12, Rdh5, Napepld, Bco2, Grk4, Gucy2f,* and the epigenetic regulator *Tet1* (Figure 4B). Additionally, we verified the expression of other epigenetic regulators, *Hdac3* and *Hdac8*, which remained unchanged with age (Figure 4B). The results of these expression analyses corroborated the RNA-seq data. In line with the RNA-seq and qPCR results, immunofluorescence (IF) staining of retinal cross sections in mice showed increased expression of C4b and reduced expression of H1f0 in aged mice RPE compared to young cohorts (Supplementary Figure 2).

**Figure 4:**
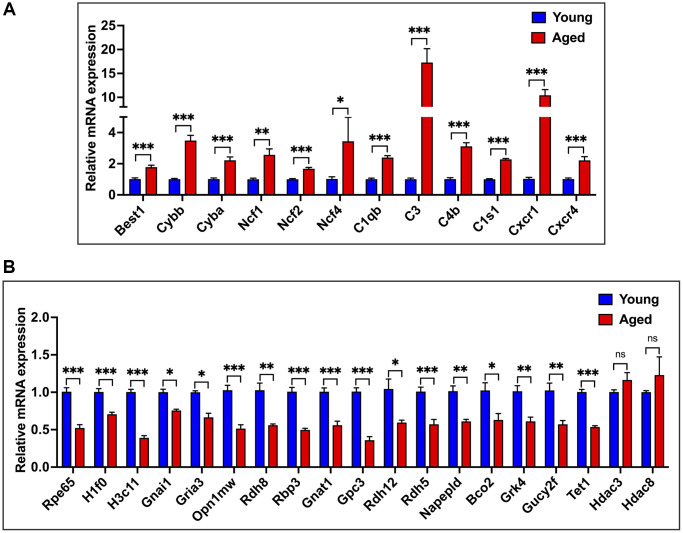
**qPCR validation of RNA-seq data.** (**A**) qPCR expression analysis of 12 genes upregulated in aged RPE/choroid. (**B**) Relative mRNA expression levels of genes downregulated in aging and not differentially regulated in RPE/choroid from young and aged mice. Actin-B was used for normalization, and statistical analysis was performed using the unpaired *t*-test (^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ns: nonsignificant). Data were presented as mean ± SEM.

### Hub genes mapping and pathway visualization

We utilized the WikiPathways app within the Cytoscape network analysis and visualization software to conduct pathway mapping of hub genes. Wikipathways, a curated collection of mouse pathways, was used to identify the biological pathways most affected in RPE with age [25]. The top most significant Wikipathways to which hub genes were mapped included the complement activation classical pathway (WP200, adj *p*-val = 8.3E-10), oxidative stress and redox pathway (WP4466, adj *p*-val = 8.5E-08), and chemokine signaling pathway (WP2292, adj *p*-val = 8.3E-10) (Figure 5A, 5B and Supplementary Figure 1). Moreover, several genes associated with these pivotal pathways were also significantly altered in our transcriptome dataset. 

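Of the 17 genes drawn in the complement pathway of Figure 5A, 12 were in the table of genes used here, and 9 of them were higher at an adjusted p under 0.05 over all genes and 10 adjusted over the list alone, with a median log2 fold change of 1.37. *Masp1* rose from 2.65 ± 0.400 to 7.35 ± 1.65 scaled CPM (SD, n = 4 mice per age). *C7* (1.19, adjusted p = 0.055) passed without young replicate 1 (0.045), aged replicate 1 (0.036) or aged replicate 2 (0.032), with a pseudocount of 0.1 and with the tests on recovered reads. *C4a* and *Cd55* did not pass. *Hc*, *C6*, *C8a*, *C8b* and *C9* were not analysed here. Of the 92 genes drawn in the oxidative stress and redox pathway of Figure 5B, 84 were tested, of which 39 were higher and 6 lower over all genes and 44 and 6 adjusted over the list alone. Of these 45 genes, 12 lost their call in at least 1 of the 8 fits without 1 library. The median of the 84 tested genes was 0.31, and 0.22 without aged replicate 1, whose level of this list lay above that of the other aged mice. With the CPM as deposited the median was 0.25.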

The majority of these genes exhibited positive regulation, indicating the crucial involvement of oxidative stress, complement, and the chemokine system in RPE aging (Figure 5A, 5B and Supplementary Figure 1).

**Figure 5:**
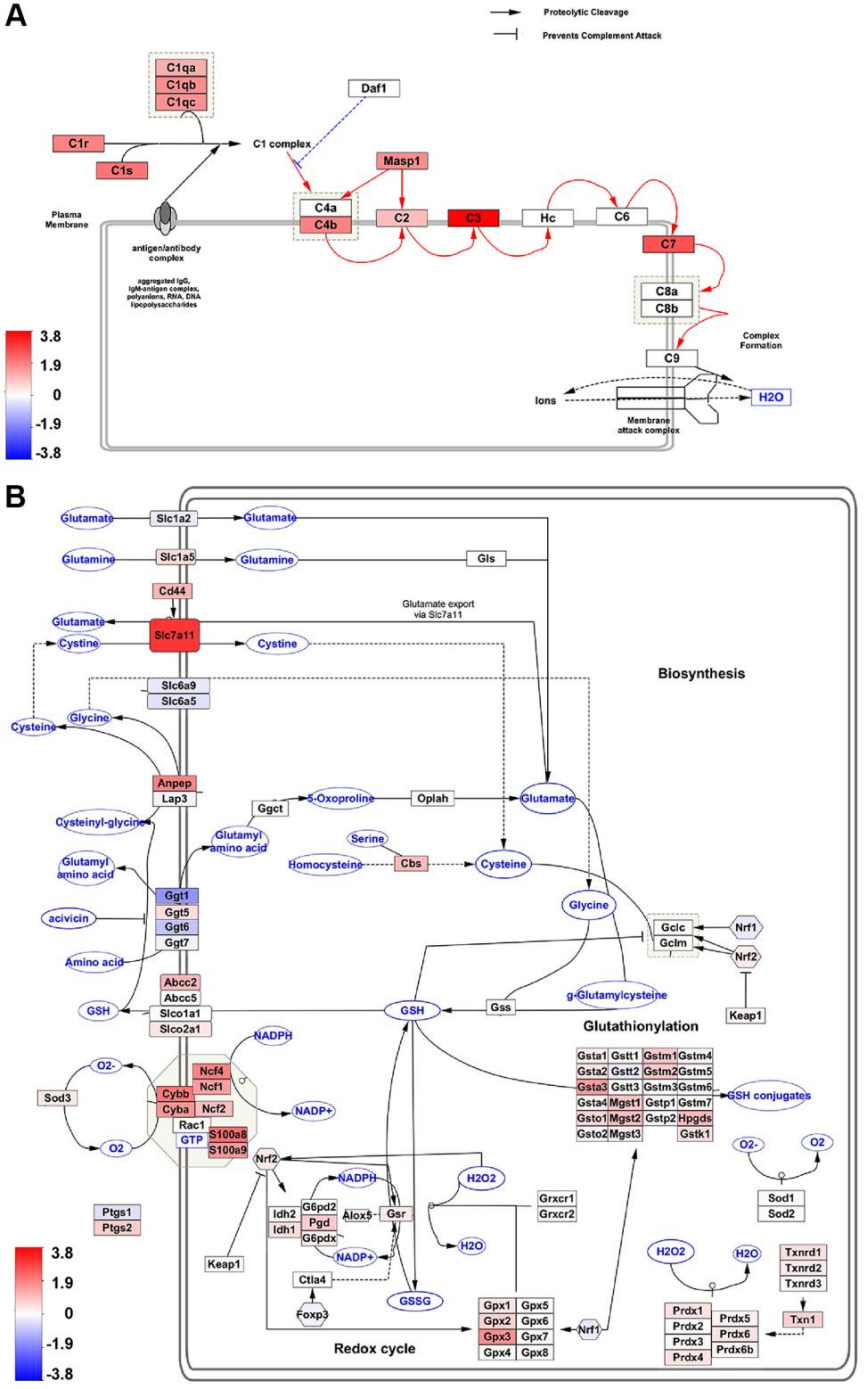
**Pathway analysis of hub genes.** (**A**, **B**) Wikipathway analysis shows Hub gene-associated pathways. The number of DEGs in our dataset that overlap with the complement activation classical pathway (**A**), and oxidative stress and redox pathway (**B**) are indicated as red (aged upregulated) or blue (aged downregulated).

### Age-related expression profiles of RPE signature genes

A comprehensive study by Bergen et al. compiled a list of 171 human RPE-specific markers [26]. We performed a comparative analysis between these RPE signature genes and our transcriptome data to identify age-related changes. Of these, 162 genes aligned with our dataset, revealing significant differential gene expression in 85 RPE marker genes between young and aged mice. 

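The list of 171 genes itself was not used here, and the values cover the 85 genes labelled in Figure 6A, which were chosen in the study because they changed in these libraries. Of these, 84 had an adjusted p under 0.05 over all genes, 67 of them lower and 17 higher in aged mice, and their median log2 fold change was -0.51. Leaving out aged replicate 3 gave the smallest number, 73 genes, 57 of them lower. Adjusted over the list alone, all 85 passed. A decrease of at least 1 on the log2 scale was reached by *Gja1* (-1.30) and *Sostdc1* (-1.21), and 44 of the lower genes fell past -0.5. *Rpe65* (chromosome 3, 159304802 to 159330958) went from 3354 ± 268 to 2403 ± 295 scaled CPM (SD, n = 4 mice per age), a log2 fold change of -0.49 (standard error 0.10, adjusted p = 0.0051 from limma). *Frzb* had the largest increase, 1.62. *Chrna3*, with a log2 fold change of 1.36 (adjusted p = 0.061), was at 8.99 scaled CPM in aged replicate 1 and at 1.75 to 2.62 in the other aged mice, and passed only without young replicate 3 (0.033) among the fits without 1 library. A shorter list of 12 RPE markers, 9 of which the paper names and which was written before the data were examined, had 11 genes lower and *Best1* higher, over all genes and adjusted over the list alone, and a median of -0.54.

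**Figure D4:**
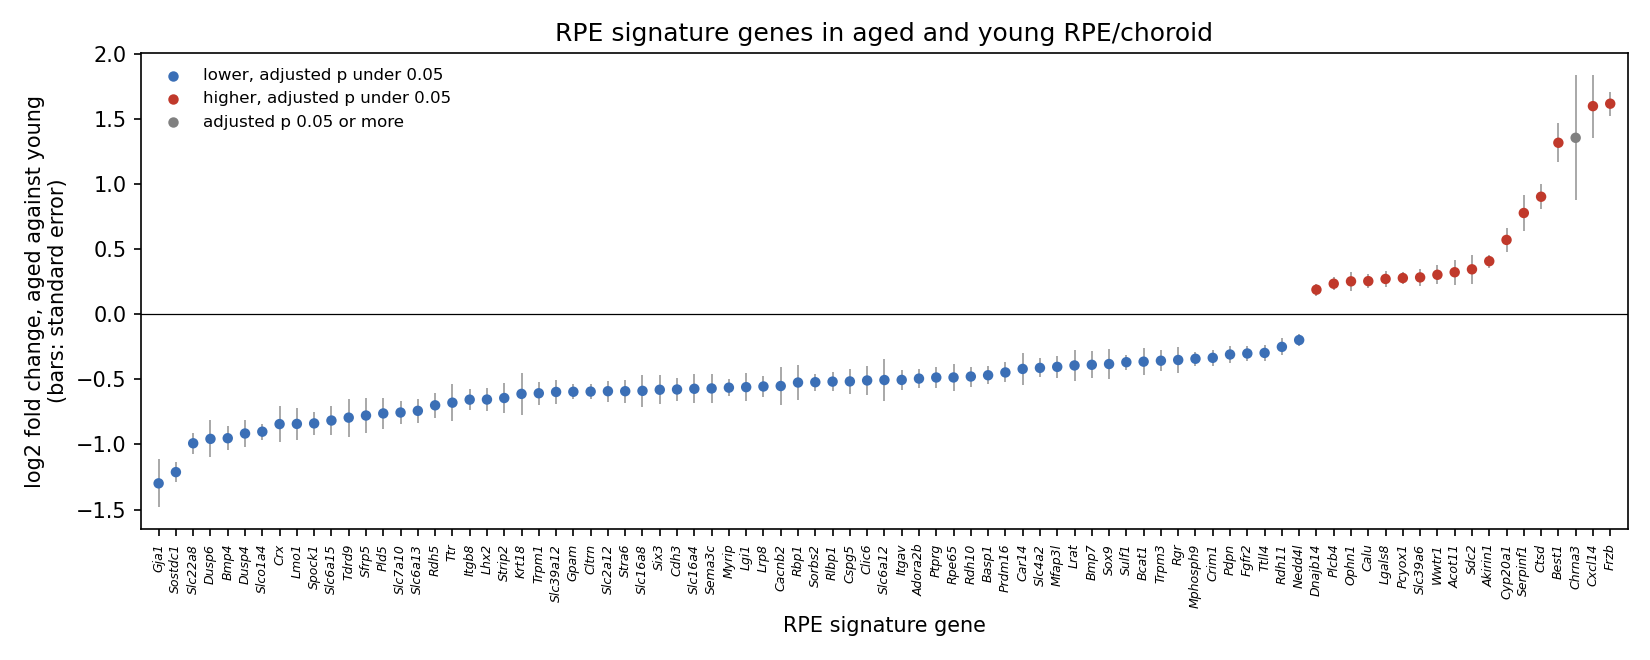
Log2 fold change (aged against young mice) of the 85 RPE signature genes labelled in Figure 6A, ordered by size, with the standard error from limma as bars. Blue and red points are the 67 lower and 17 higher genes at an adjusted p under 0.05, and the grey point is Chrna3.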

The heatmap showed that a significant number of these genes were downregulated in aging RPE (Figure 6A). GO analysis indicated that 67 downregulated genes were involved in visual perception, sensory perception of light stimulus, retinol metabolic process, morphogenesis of an epithelial bud, retinoid metabolic process, diterpenoid metabolic process, camera-type eye development, terpenoid metabolic process, transmembrane transport, and morphogenesis of an epithelial fold, consistent with declining functional ability and metabolic processes in the aged eye (Figure 6B). Among these 171 RPE-specific signature genes, 77 exhibited no significant changes in expression, and these included genes enriched in cytoskeleton organization and spindle organization (data not shown). Although these genes remained unchanged between young and aged RPE, they highlight the biological processes that remain unaltered with advancing age. Therefore, these genes are probably more robust RPE-specific markers in the context of aging and senescence.

**Figure 6:**
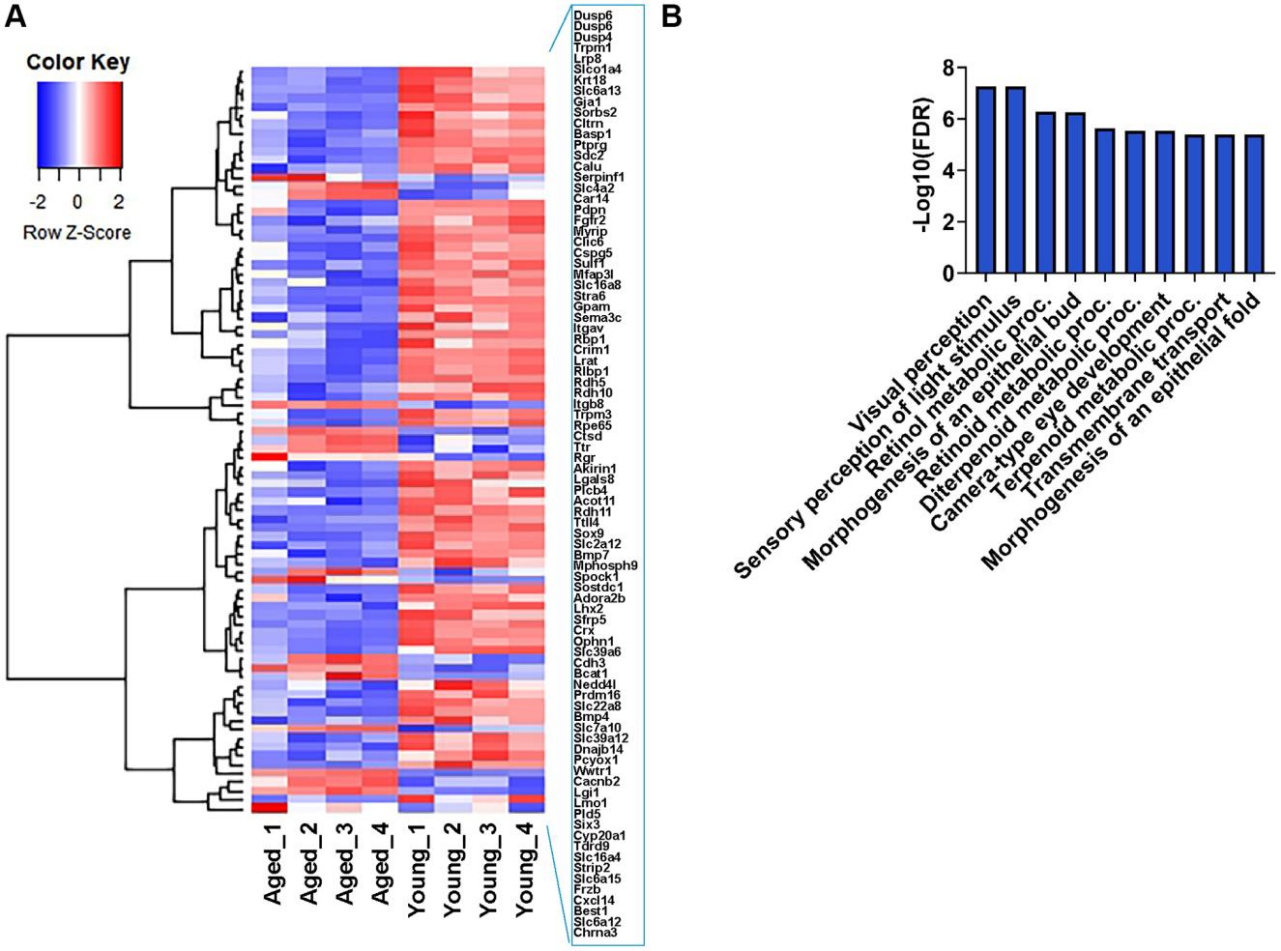
**Expression profile of RPE-specific genes.** (**A**) Hierarchical clustering and heatmap analysis of selected RPE-specific markers in the RPE/choroid of young and aged mice. Blue to red represents low to high gene expression. (**B**) GO term enrichment analysis of 67 RPE-specific genes that were downregulated in aging.

### Acquisition of inflammatory and immune active phenotypes by *in vitro* hRPE aging models

Next, we utilized long-term primary human RPE (hRPE) cultures (*n* = 3 isolates) to evaluate their suitability as a model for studying RPE aging by comparing their characteristics with *in vivo* models. To establish *in vitro* aged RPE cultures from human donors, isolated RPE cells were cultured for up to 60 days according to the protocol outlined in the methods section. By day 2, these long-term cultures exhibited 100% confluency and a hexagonal lattice morphology reminiscent of native RPE tissue *in vivo*. Long-term culture of hRPE developed dense pigmentation after approximately 21 days (Figure 7A). Confocal immunofluorescent images of 21-day cultures stained positively for the tight junction protein, ZO-1, indicating continuous junctions between cells (Figure 7B, 7C). Weekly measurements of transepithelial resistance (TER) revealed a progressive increase, with hRPE cells (*n* = 3) developing a maximum resistance of 731.2 (±6.6) Ω.cm^2^ at 28 days. Resistances ranging from 172.3 (±28.8) to 731.2 (±6.6) Ω.cm^2^, observed between days 14 and 21 in this long-term culture, surpassed the typical TER values of the human RPE monolayer (150 Ω.cm^2^) *in vivo* [27] (Figure 7D). This suggests that the hRPE cells achieved functional polarization and tight junction formation. While the long-term cultures expressed RPE markers RPE65 and BEST1, the expression of these markers was altered with increasing culture time (Figure 7E).

**Figure 7:**
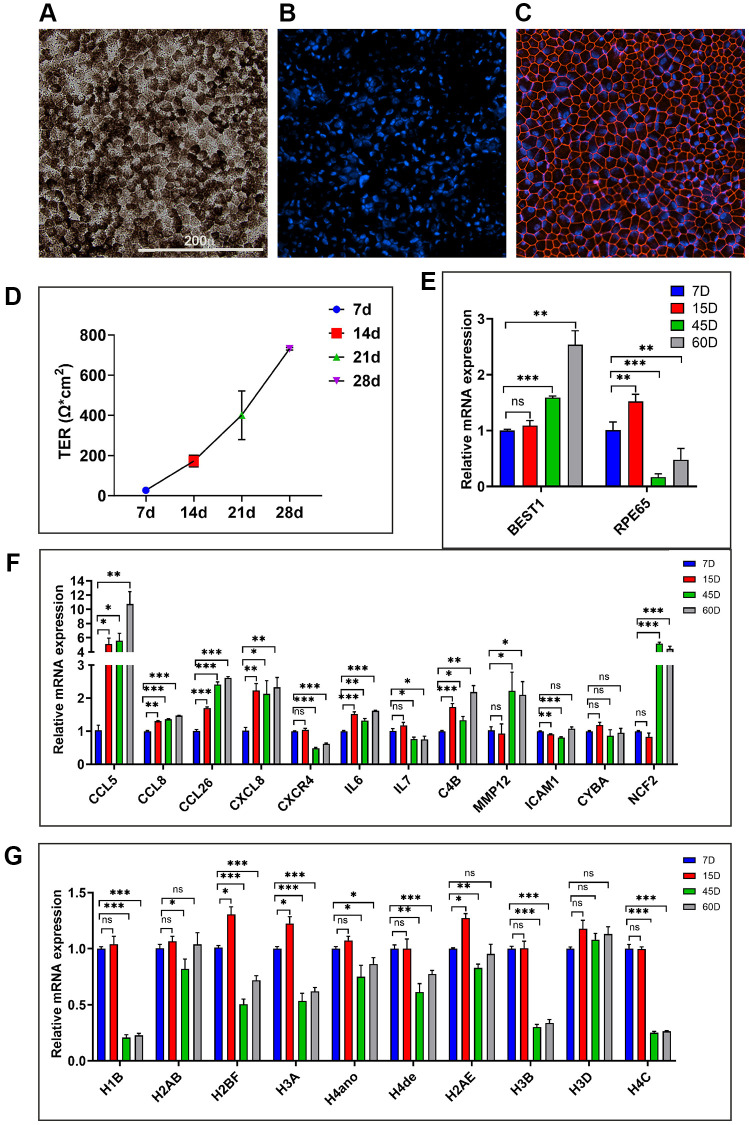
**Evaluating the *in vitro* hRPE aging model.** (**A**) Representative image of 21-day hRPE confluent cultures exhibit pigmentation and hexagonal cellular monolayers. (**B**, **C**) Representative immunofluorescence staining for the tight junction marker ZO-1 (Red) on day 21 and the nuclei are co-stained with Hoechst (Blue). (**D**) Time-dependent increase in TER from multiple transwells containing long-term primary hRPE cultures measured at 7/14/21 and 28 days. (**E**) Expression of RPE marker genes, *BEST1* and *RPE65* in the long-term hRPE cultures. (**F**, **G**) Relative mRNA expression levels of genes are significantly upregulated and downregulated in long-term hRPE cultures. Actin-B was used for normalization, and statistical analysis was performed using the unpaired *t*-test (^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, ns: nonsignificant). Data were presented as mean ± SEM.

As many previous studies [28, 29] have identified the 21-day timepoint as optimal for establishing long-term RPE cultures, we extended culturing hRPE cells to 45 and 60 days to obtain aged cells. To evaluate whether the long-term primary hRPE cultures can serve as a model for RPE aging, we used qPCR to assess a panel of proinflammatory, immune response, matrix remodeling, and oxidative stress-related genes from cultures of 7/15/45 and 60 days (Figure 7F). These genes were significantly altered with age in our *in vivo* transcriptomic data. Furthermore, a subset of these genes was also found to be significantly altered in the *in vitro* replicative model of hRPE aging, as reported in our recent study [30]. 

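Mouse orthologs of 8 of the 11 panel genes were tested in the RPE/choroid libraries, and 6 of them were higher at an adjusted p under 0.05, over all genes and adjusted over the list alone. *Mmp12* (chromosome 9, 7344381 to 7369499) rose from 12.7 ± 5.14 to 147.4 ± 15.4 scaled CPM (SD, n = 4 mice per age), a log2 fold change of 3.57 (standard error 0.23, adjusted p = 4.2e-06 from limma), and *Icam1* rose by 1.15 (standard error 0.17, adjusted p = 6.0e-04). *Ccl5* had a log2 fold change of 0.79 (adjusted p = 0.12), and 1.11 (adjusted p = 0.013) without young replicate 3. *Ccl8* had a log2 fold change of -0.39 (adjusted p = 0.67) and was at 9.61 scaled CPM in young replicate 3 and at 0.769 to 1.64 in the other young mice, and without that library its log2 fold change was 0.29. *Ccl26*, *Cxcl8* and *Il6* were not found among the listed genes under these symbols, so they could not be tested here.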

We examined the time-course expression trend of *CCL5, CCL8, CCL26, CXCL8, CXCR4, IL6, C4B, MMP12, ICAM1, CYBA*, and *NCF2* genes. In accordance with our *in vivo* aging RPE data, *CCL5, CCL8, CCL26, CXCL8, IL6, C4B, MMP12,* and *NCF2* genes exhibited a progressive increase in expression across the time course analysis (Figure 7F). These findings indicate the acquisition of an inflammatory and immunologically active phenotype, along with upregulation of redox stress response in chronologically aged *in vitro* hRPE cultures. While *CXCR4* showed a significant downregulation across different time points, *ICAM1* and *CYBA* showed no change in expression levels.

We analyzed histone expression levels in chronologically aged hRPE cells, building upon our recent demonstration of significant histone downregulation in aging mouse and human RPE *in vivo* [30]. A progressive depletion of various histone isoforms was observed at 15, 45, and 60 days (Figure 7G) compared to 7-day controls. Certain histone isoforms like *H1B, H2BF, H3A, H3B,* and *H4C* were substantially depleted with increasing culture time, unlike *H2AB* and *H3D,* which remain unchanged. Together, these findings highlight that chronological aging of RPE, both *in vivo* and *in vitro*, is marked by the upregulation of inflammation genes and oxidative stress genes. Our model of long-term hRPE cultures recapitulated many validated cellular and molecular signatures of the aging RPE *in vivo*.

## DISCUSSION

The primary objective of the current study was to elucidate the gene expression changes occurring during the natural aging process of the RPE by comparing transcriptome profiles between young and aged mice. Given the central role of RPE in age-related pathologies like AMD, understanding the precise molecular changes that take place in the RPE during aging is imperative [31]. Our analysis revealed divergence in the transcriptomes of RPE tissues from young and aged mice, as evidenced by the PCA. Notably, chronological aging emerged as the primary source of variation in the entire dataset, predominantly attributed to PC1. Functional enrichment of the genes driving PC1 identified immune and inflammation-related genes as the principal drivers of age-related alterations in gene expression. This observation aligns with previous research indicating the emergence of a low-grade inflammatory state known as the senescence-associated secretory phenotype (SASP) in aging mouse RPE [30].

In our study, a substantial number of protein-coding transcripts exhibited significant upregulation in the RPE of aging mice compared to their younger counterparts. This heightened transcriptional activity was reflected in the upregulation of numerous genes encoding immune regulators and proinflammatory factors across cellular locations, including the extracellular space, cell surface, membrane, and extracellular matrix. Similar patterns of increased immune and inflammatory responses have been noted in studies examining aging RPE in humans and non-human primates [7, 32]. Polarized RPE cells interact with the ECM-rich interphotoreceptor matrix and outer segments of photoreceptor cells at the apical surface and with Bruch’s membrane at the basal surface. While the normal RPE actively participates in the ECM synthesis, with advancing age, the ECM microenvironment undergoes substantial changes compromising RPE homeostasis and function [33]. This alteration leads to diminished cell adhesion, proliferation, and migration, as well as reduced phagocytosis of photoreceptor outer segments. Moreover, the evolving ECM landscape influences ECM-associated immune and inflammatory processes [34, 35]. Lastly, the identification of abundant long non-coding RNAs (lncRNAs) reveals another layer of complexity governing the transcriptomic milieu of RPE cells and warrants exploration in future investigations.

GO enrichment analysis of DE genes downregulated in aging revealed biological processes related to the regulation of visual processes, particularly at the RPE-photoreceptor interface. This emphasizes aging as a significant risk factor disrupting the homeostasis of the RPE-photoreceptor system. The RPE plays a crucial role in the visual cycle. Light absorption by rhodopsin in photoreceptors initiates phototransduction, converting 11-cis-retinal to all-trans-retinal (atRAL). This atRAL is then transported to RPE cells where it undergoes conversion back to 11-cis-retinal before being returned to photoreceptors to regenerate rhodopsin, thus completing the cycle [36]. Dysfunctions in the visual cycle result in the accumulation of atRAL, leading to the degeneration of both photoreceptor and RPE cells due to their intimate symbiotic relationship.

Over-representation analysis of DE genes identified functional pathways enriched in both young and aged mice RPE/choroid. The most enriched pathway observed in aged mice RPE/choroid was the cytokine-cytokine receptor pathway. Pathway mapping showed the upregulation of diverse groups of chemotactic cytokines and chemokines that belong to CC, CXC, C families and their receptors. Several members of the interleukins (IL), interferons (IFN), tumor necrosis factor (TNF), and Transforming Growth Factor (TGF) family upregulated in aging RPE were also mapped to the pathway (Supplementary Figure 1). Members of the cytokine family have been implicated in the recruitment of immune cells and activation of inflammatory pathways that ultimately contribute to RPE degeneration and AMD pathogenesis. Other pathways, such as osteoclast differentiation, complement activation, coagulation cascades, chemokine signaling, and hematopoietic cell lineage were also upregulated in aged RPE/choroid. Previous studies have reported some common genes involved in RPE reprogramming and osteoclast differentiation [37, 38]. The young RPE/choroid was most enriched in pathways involved in phototransduction and protein digestion and absorption.

The interaction network of the DE genes was used to derive the hub genes, which may be central to RPE aging pathways and could serve as potential biomarkers for the diagnosis and treatment of age-related retinal diseases. In our study, the 20 hub genes include the five subunits of the NADPH oxidase complex, which is directly involved in ROS production [39]. Physiologic ROS production in the RPE is involved in signal transduction cascades, and typically RPE oxidative stress is reduced by endogenous RPE antioxidants and antioxidant enzymes such as superoxide dismutase (SOD) and catalase and glutathione peroxidase (GPX) [40, 41]. With aging, these RPE defenses diminish, allowing heightened ROS production and apoptotic damage [42–44]. Proinflammatory cytokines are known to stimulate increased ROS production through the NADPH oxidase complex in RPE cells [45]. The hub genes also include genes from the chemokine pathway and the complement pathway, all of which indicate the immunologically charged environment of the RPE. PPI network of genes downregulated in aged RPE mainly involved histones, genes involved in phototransduction, and neural networks. Downregulation of histones in the aged RPE was recently reported by our group and further validated here as a critical age-related feature in the STRING network [30].

*In vitro* cultures have been utilized as aging research models for various cell types, yet their application to RPE models remains largely unexplored [46, 47]. Utilizing *in vitro* models offers distinct advantages such as lower cost, reduced animal use, and improved efficiency in screening for signaling pathways and therapeutic targets. One of our study objectives was to assess long-term hRPE cultures as a model for studying aging by comparing cellular characteristics and transcriptomic profiling with *in vivo* models. Previous studies have identified a TER of approximately 200 Ω.cm² as a feature of fully differentiated RPE culture, closely reflecting the physiology of native RPE [48–52]. *In vitro* RPE cultures typically achieve full differentiation by day 21, with well-established cell-cell junctions. Although TER continues to increase beyond day 21, the rate of this increase tends to slow [53, 54]. The current findings demonstrate that our long-term hRPE cultures maintain morphology, pigmentation, and polarity (TER of 731.2 (±6.6) Ω.cm² by day 28) even after extended culturing.

A notable gap in this field is the lack of studies investigating the global gene expression patterns of fetal hRPE to delineate the transition from maturation to aging; an important consideration when screening RPE cells for translational cell therapies. The monolayer culture system used in this study lacks interactions with the photoreceptor layer and the underlying Bruch’s membrane, factors which could influence the growth and maturation trajectory of hRPE cells [55]. However, a comparison of age-related gene expression changes between long-term *in vitro* models and physiologically aged mouse RPE revealed significant overlap. These changes include upregulation of genes involved in pro-inflammatory responses, matrix remodeling, and oxidative stress, alongside downregulation of genes related to visual processes. We demonstrate that the transcriptional programs underlying hRPE aging *in vitro* recapitulate gene expression patterns of *in vivo* models. Thus, long-term hRPE cultures provide a valuable tool for evaluating the effects of chronological aging on cellular functions and high-throughput screening of potential therapeutic targets. However, this study has limitations, including sample size (*n* = 4 per group) and the need for a more comprehensive transcriptome analysis to enhance the relevance of long-term *in vitro* models for aging research applications. To address this, our future work will focus on temporal transcriptome profiling at 1, 2, 4, and 6 months to gain a deeper understanding of the gene expression changes occurring with prolonged culturing of hRPE cells. While additional *in vitro* studies of mouse RPE cells would have been beneficial for comparison, technical challenges associated with long-term culturing of mouse RPE cells, as noted in previous studies, remain a significant barrier [56, 57].

Age-related alterations within RPE cells manifest as inflammation, immune activation, heightened oxidative stress, and diminished visual perception. Butler et al. [58] observed an upregulation of visual cycle genes in aging human donor RPE. However, our findings, align with previous microarray investigations in young and aged mouse RPE, delving into age-related alterations in gene expression [59, 60], and offers a more comprehensive analysis of the entire RPE/choroid transcriptome in young and aged mice. *In vitro* studies have shown that inflammatory cytokine treatment can downregulate genes critical for RPE function, including those involved in the visual cycle such as *CDH1*, *RPE65, RDH5, RDH10, TYR*, and *MERTK* [61]. This suggests that aging RPE, with elevated proinflammatory gene expression, experiences a decrease in visual cycle pathway gene expression in mouse RPE. These observations highlight species-specific transcriptional differences underlying age-related changes between humans and other model systems [26].

Leveraging RNA sequencing and bioinformatics tools provides a robust approach to uncover the molecular mechanisms underlying RPE aging. Data mining employing GO and KEGG pathway analysis tools reveals enriched genes linked to RPE aging. Through PPI visualization and analysis of hub genes using STRING and Cytoscape, we identified aging upregulated pathways and key nodes with significant influence on the network. In conclusion, our study delineates the gene signatures associated with proinflammatory responses, immune activation, and oxidative stress in RPE aging, laying the groundwork for therapeutic interventions aimed at delaying aging processes and targeting age-related retinal diseases.

## MATERIALS AND METHODS

### Animals

All mouse experiments complied with the guidelines established by the Association for Research in Vision and Ophthalmology for the Use of Animals in Ophthalmic and Vision Research. Male and female wild-type C57BL/6J mice aged between 2 and 3 months were included in the young group (*n* = 4), while mice aged between 20 and 24 months were assigned to the aged group (*n* = 4). The mice were purchased from the Jackson Laboratory and housed under standard conditions (23 ± 1°C, 40–50% humidity, and ad libitum access to food and water). The Institutional Animal Care and Use Committee of the East Tennessee State University approved the research protocol.

### Mouse RPE/choroid collection

RPE/choroid from young and aged mice were collected as described by Dubey et al. [30]. To harvest mouse RPE, isolated eyes were placed on a cold petri dish beneath a surgical microscope. The anterior sections of the eye were precisely excised and symmetrical radial cuts were made in a four-leaf pattern to carefully remove the neural retina from the mouse eyecup. The pigmented RPE/choroid layer was gently scraped from the sclera and was promptly transferred to TRIzol (Invitrogen 12183016, Carlsbad, CA, USA) for RNA isolation. The tissues were swiftly snap-frozen and preserved in liquid nitrogen if not used immediately.

### RNA isolation

For RNA sequencing analysis, RPE/choroid tissue (2 eyes/sample) was collected from young and aged mice (*n* = 4; two males and two females per group). RNA extraction was performed from TRIzol according to the manufacturer’s instructions. Following this, RNA purification and on-column genomic DNA digestion were carried out using the Pure Link RNA Micro Kit (Invitrogen 12183016, Carlsbad, CA, USA). The quality of RNA samples was evaluated using the Agilent 2100 Bioanalyzer system (Agilent, Santa Clara, CA, USA), ensuring a median concentration of 40 ng/µl and RIN values >9 to facilitate library preparation.

### Library preparation and sequencing

Library construction and sequencing on the Illumina NovaSeq X Plus platform were carried out at the Rush University Core Genomics Facility and the Roy J. Carver Biotechnology Center, University of Illinois, at Urbana-Champaign, respectively. The samples underwent a DNAse treatment and clean-up using the Qiagen RNase-Free DNase Set (Catalog: 79254) paired with the Qiagen RNeasy^®^ Mini QIAcube Kit (Catalog: 74116). A normalized total of about 200 ng went into the treatment/cleanup and was carried out per the manufacturer’s instructions on the QIAcube Connect instrument. The samples were assessed for quality post-treatment using High Sensitivity RNA ScreenTape Analysis by Agilent (catalog: 5067-5579 and 5067-5580) and the samples were normalized to 30 ng for library preparation. Samples underwent rRNA depletion as part of the library preparation using Revvity NEXTFLEX^®^ RiboNaut rRNA Depletion Kit (catalog: NOVA-512963). Post depletion the Revvity NEXTFLEX^®^ Rapid Directional RNA-Seq Automation Kit 2.0 (catalog: NOVA-5198-53) was used to finish the library preparation. Both processes were carried out on the Revvity Sciclone^®^ G3 NGSx iQ^™^ Workstation. Preliminary sequencing data was generated using the Illumina Miniseq^™^ and used for normalization of libraries prior to final sequencing via Illumina’s NovaSeq^™^ X Plus Sequencing System. To prevent index switching, Unique Dual Indexes (UDIs) were used for barcoding the libraries. The library pool was further quantitated by qPCR on a BioRad CFX Connect Real-Time System (BioRad Laboratories, Inc., Hercules, CA, USA). The pooled barcoded libraries were multiplexed and loaded on one 10B lane on a NovaSeq X Plus for cluster formation and sequencing. The libraries were sequenced from both ends of the fragments for a total of 150 bp from each end. The fastq read files were generated and demultiplexed with the bcl2fastq v2.20 Conversion Software (Illumina, San Diego, CA, USA).

### RNA-seq data mapping and analysis

Paired-end 150 bp raw reads were trimmed to eliminate Truseq adapters and bases from the 3’ end with quality scores less than 20 using cutadapt (ver 4.4) [62]. Trimmed reads shorter than 40 bp were discarded. Subsequently, trimmed reads were aligned to the *Mus musculus* (house mouse) genome assembly GRCm39 (mm39) from Genome Reference Consortium (GCA_000001635.9 GCF_000001635.27) using STAR [63]. The expression level of ENSEMBL genes was quantified using FeatureCounts [64]. Differential expression statistics were computed using edgeR [65], using raw expression counts obtained from quantification. Normalized expression was computed as log2 CPM (counts per million), including a TMM normalization and batch effect correction. All *p*-values were adjusted for multiple testing using the false discovery rate (FDR) correction of Benjamini and Hochberg. Principal component analysis of normalized read counts of the whole transcriptome dataset was conducted to identify the primary source of variation, using the “prcomp” function in the R statistical environment (R v.4.3.1). A volcano plot of DEGs was generated using the EnhancedVolcano R package. Hierarchical clustering and heat maps were constructed with log2-transformed normalized read counts utilizing the heatmap.2 function in R.

### Gene ontology and kyoto encyclopedia of genes and genomes (KEGG) enrichment analyses of DEGs

GO and KEGG pathway analyses were carried out using the web tool ShinyGo (ShinyGO 0.80) [66]. To functionally classify the DEGs, we identified over-represented GO terms in three categories, namely biological process, molecular function, and cellular component categories. Enriched GO terms were visualized as bar charts, with a significance threshold of FDR <0.05. Additionally, KEGG [67] pathway enrichment analysis was conducted with an FDR cutoff of 0.05 for significance and the Pathview [68] visualization tool was used to map the RNA-seq data.

### STRING-PPI and hub gene analysis

The STRING (v12.0) [23] online tool was used for predicting the PPI of proteins encoded by the upregulated and downregulated DEGs. Subsequently, a PPI network was constructed using the STRING database, with a high confidence score of ≥0.9 as the cutoff criterion. The outcomes of the STRING analysis were further processed using the clusterMaker2 plugin of Cytoscape tool (v3.8.2) [69, 70]. The large PPI network was subclustered by employing the Markov clustering (MCL) algorithm to form biologically relevant tightly linked protein networks, with the default granularity parameter (inflation value) set to 4. Hub genes within the PPI network were identified using the maximal clique centrality (MCC) algorithm of the CytoHubba [24] plugin of Cytoscape tool. Wikipathways [71] were imported into Cytoscape using the Wikipathways app, and RNA-seq data were overlaid using the built-in IdMapper functionality.

### qPCR

Total RNA was extracted from hRPE cells and mice RPE/choroid tissues as described previously [72] and cDNA was synthesized using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems 4368814, Lithuania) according to the manufacturer’s instructions. The qPCR was performed as described previously [72] using the primer list in Supplementary Table 3. Briefly, 20 ng cDNA was amplified using the Power SYBR Green PCR Master Mix (Applied Biosystems 4368706, Lithuania) and StepOnePlus Real-Time PCR System (Applied Biosystems, Lithuania). Relative gene expression changes were calculated using either GAPDH or Actin as the reference gene. The fold change was calculated by determining the ratio of mRNA levels to control values using the Δ threshold cycle (Ct) method (2^−ΔΔCt^).

### Immunofluorescence

Frozen mouse eye sections were processed for immunofluorescence as described previously [30]. After initial fixing and permeabilization, sections were blocked for 1 hour in a solution containing 4% normal goat serum and 3% bovine serum albumin in 1X PBS. The sections were then incubated with primary antibodies overnight at 4ºC, followed by incubation with fluorescently tagged secondary antibodies for 1 h at RT. Nuclei were counterstained with Hoechst (1:10,000; Invitrogen) for 5 minutes. Primary antibodies used included anti-Histone H1.0 antibody (1:250; Cat# ab125027, Abcam), anti-C4 b/d antibody (1:250; Cat# NB200-541, Novusbio), and Isotype controls. Images were captured at 40X magnification using a TCS SP8 confocal microscope (Leica).

### Establishment of long-term hRPE cultures and trans-Epithelial electrical resistance (TER) measurement

For long-term cultures, primary fetal human RPE cells (*n* = 3 isolates; Lonza, H-RPE 00194987, Walkersville, MD, USA) were seeded on fibronectin (356008, Corning, Bedford, MA, USA) coated 12 mm-polyester (PET) transwell inserts with 0.4 mm pores in a 12-well plate (#3460, Costar, Kennebunk, ME, USA) with 1 × 10^5^ cells per well. These cells were initially cultured in RPE culture medium (RPECM, alpha-MEM plus 1% N1 Supplement, 1% Glutamine-Penicillin-Streptomycin, 1% non-essential amino acids, 250 mg/L taurine, 20 mg/L hydrocortisone, 0.013 mg/L triiodo-thyronine) containing 10% FBS and maintained in a humidified atmosphere at 37°C with 5% CO_2_ and 95% air. After two days, when cells attained confluency, the FBS in the RPE medium was reduced to 1%. TER of hRPE cells was measured weekly after seeding transwell inserts using the EVOM2 Epithelial Volt-Ohm Meter (World Precision Instruments, Sarasota, FL, USA). In each plate, one coated insert without cells was measured as blank, and the final resistance was calculated by multiplication of net resistance (Total – blank, Ω) with effective membrane area (cm^2^).

### ZO-1 immunostaining

Long-term human RPE cultures were fixed with 4% paraformaldehyde for 15 minutes and then permeabilized in PBS with 0.25% Triton X-100 for 15 min at room temperature. Cells were then blocked in PBS with 4% normal goat serum and 3% bovine serum albumin for 1 h followed by incubation with anti-ZO-1 primary antibody (1:200; Cat# 40-2200, Invitrogen, Rockford, IL, USA) in blocking buffer overnight at 4°C. After three serial PBS washes, cells were labeled with goat anti-rabbit secondary antibodies conjugated with Alexa Fluor 488 (1:1000; Cat# A11070, Invitrogen, Eugene, OR) for 1 h and then co-stained with Hoechst 33342 (1:10000; Cat# H3570, Invitrogen, Eugene, OR, USA) for 5 min. Fluorescent and bright-field images were acquired with confocal fluorescent microscopy (TCS SP8, Leica, Wetzlar, Germany).

### Statistical analysis

GraphPad Prism (GraphPad Software, La Jolla, CA, USA) was used for routine statistical analysis. The results are presented as mean ± standard error of the mean (SEM) or mean ± standard deviation (SD). The significance levels were depicted as follows: ^*^p < 0.05; ^**^p < 0.01; ^***^p < 0.001. Group comparisons were performed using a non-parametric unpaired *t*-test.

### Data availability

Raw RNA-seq data from this manuscript were deposited to the GEO database under accession code GSE263427.

## Supplementary Materials

Supplementary Figures

Supplementary Tables

# Supplementary material for: Deciphering age-related transcriptomic changes in the mouse retinal pigment epithelium
**Source:** Aging (Albany NY). 2025 Mar 4;17(3):657–84. doi: 10.18632/aging.206219
**Supplement:** Supplementary Figures

[www.aging-us.com](http://www.aging-us.com)

1

**Supplementary Figure 1. Pathway analysis.** Upregulation of several genes in the cytokine-cytokine receptor pathway in aged RPE.

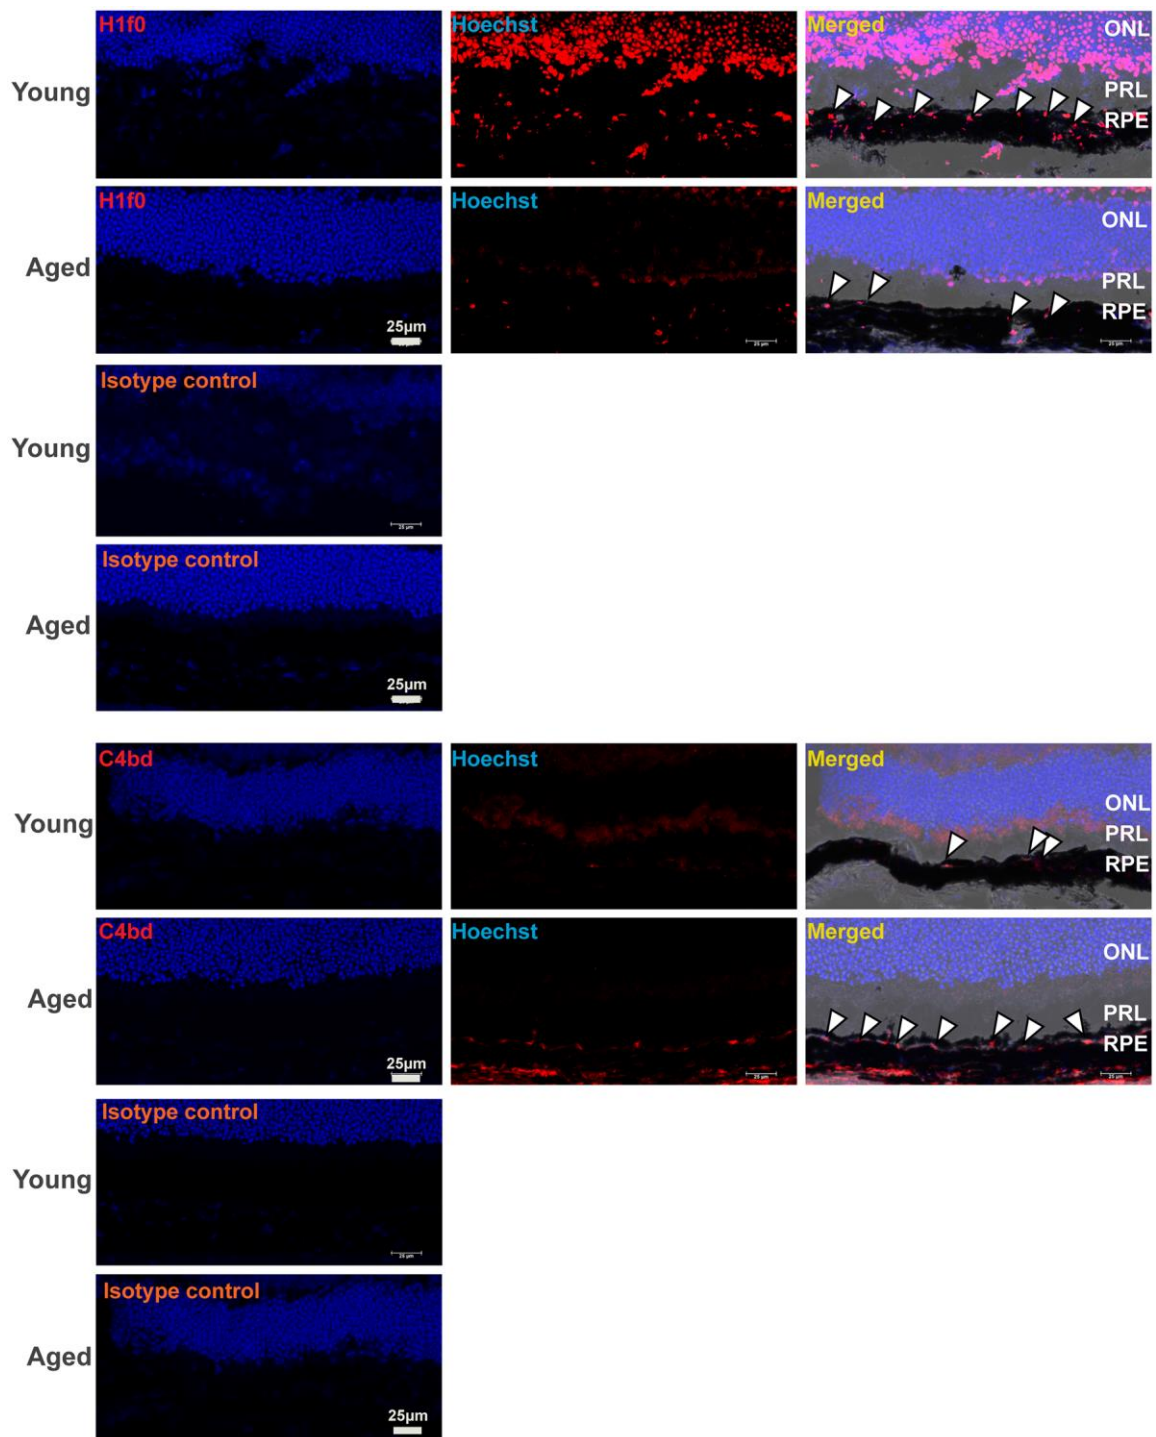

**Supplementary Figure 2. Representative fluorescence images of retinal cross-sections from young and aged mice illustrating the expression levels of H1f0 and C4b/d in the RPE layer.** Staining for the H1f0 histone variant (red) was stronger in the RPE of young mice (indicated by white arrows) compared to aged mice. Nuclei are stained with Hoechst (blue) in both young and aged retinas. Merged images combining the red and blue channels with brightfield illustrate the localization of H1f0 in the RPE layer. Conversely, the RPE of aged mice showed more intense staining for the complement factor C4b/d (red, white arrows) compared to young mice. The isotype control panel displayed no immunostaining and served as a negative control. Abbreviations: GCL: ganglion cell layer; IPL: inner plexiform layer; INL: inner nuclear layer; OPL: outer plexiform layer; ONL: outer nuclear layer; PRL: photoreceptor layer; RPE: retinal pigment epithelium. Scale bar: 25 μm.

How the deposited data were processed for this re-analysis (not part of the article)

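RPE/choroid RNA of 4 young (2 to 3 months) and 4 aged (20 to 24 months in the paper's text and the sample titles, 22 to 24 in the age entries of the labels) C57BL/6J mice was sequenced, each library from 2 eyes, with 2 libraries labelled male and 2 labelled female per age. The labels and the paper name different kits for the removal of ribosomal RNA. All libraries were run on 1 lane.

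The authors extracted RNA with TRIzol, removed ribosomal RNA, trimmed paired-end reads with cutadapt 4.4, aligned them with STAR to GRCm39 and counted them on genes with featureCounts. They fitted raw counts with edgeR and showed log2 CPM with TMM normalization and a batch effect correction. Versions of STAR and featureCounts, the filter that left 21376 genes, the batch and the edgeR test were not found in the text.

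The values used here are, as deposited by the authors, CPM: reads on each gene per 1000000 reads on the 21376 listed genes, although they are named TPM. In each library 100% of the values were whole multiples of the smallest value within a tolerance of 0.01, so whole reads were recovered by division. No TMM factor, batch correction or gene length is in them. The symbols include NCBI-style names, whereas the methods name ENSEMBL genes. Between 21310 and 21364 genes were above 0 in a library. A single read corresponds to 0.0360 to 0.0439 CPM, and depth was 22.8 to 27.7 M reads (M, 1000000 reads).

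CPM were scaled with median ratios and log2 values were taken with a pseudocount of 0.5. The planned minimum of 0.1 for the mean CPM removed no gene. Aged and young mice were compared with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend), without covariates, and p-values were adjusted by Benjamini-Hochberg. The thresholds were an adjusted p of 0.05 and a log2 fold change of 1, or of -0.5 for the relaxed list of lower genes, as in the paper. The test was set on the premise that the values were TPM, with edgeR's quasi-likelihood test, and DESeq2 as an alternative, set for counts. Since the values are CPM, limma was kept as the reported test, and edgeR 4.0.16 (quasi-likelihood, likelihood ratio and exact tests with TMM) and DESeq2 1.42.0 on the recovered reads were added after seeing the data. DESeq2 gave no adjusted p for 62 genes.

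The genes named in passages are those the paper names or labels in Figures 1F, 3B, 3D, 4, 5A and 6A, and the 5 with the largest log2 fold change in each direction among genes with a symbol, an adjusted p under 0.05 and no overlap between ages. Genes singled out beyond this rule, in Figures 3A, 3C and 5B, in gene families and among sex-linked genes, were chosen after their values were seen. A gene at or under 3 reads in each young library has its fold change given as a lower bound against 3 reads. This bound uses the mean CPM of the aged mice, whereas fitted fold changes use mean log2 values.

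Gene lists came from the paper's figures, from marker genes of cell types and from symbol patterns for gene families, all written before the data were examined; a list of 25 transcripts written as starting with a terminal oligopyrimidine motif (TOP transcripts), a motif not checked here, and a list of 4 X-linked genes that escape inactivation were written afterwards. The 51 lists with at least 5 tested genes were tested with camera at a correlation of 0.01, with fry and with camera at the estimated correlation. Reactome sets of 5 to 500 tested genes (1153 sets, 6998 of 7111 gene identifiers matched) were tested as their own family. Over-representation used hypergeometric tests against the 5462 tested genes in any set. GO, KEGG, STRING and WikiPathways were not used here. List levels per library were compared with exact two-sided permutation tests over 70 assignments, with 0.029 the smallest p they can give; 36 of 60 lists had an adjusted p under 0.05, the smallest being 0.048. The 60 lists include those that the study chose on these same libraries, whose small p-values lower the adjusted p of the others. Matched random lists (10000 per test) were drawn from the 50 genes nearest in transcript length, GC content and level. Gene types came from GENCODE vM39 by symbol, with 87 symbols having more than 1 entry, and 732 symbols (3.42%) being NCBI-style names.

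The alternatives were a pseudocount of 0.1 or 1, a minimum mean of 1 CPM (18184 genes), no minimum, the CPM as deposited, quantile normalization, the labelled sex as a covariate, a replicate block, robust eBayes, each library left out in turn, and for the principal components unit variance and the 500 most variable genes. Those chosen after seeing the data are edgeR's exact and likelihood ratio tests, the use of the quasi-likelihood test and DESeq2 (set beforehand for counts) on recovered reads, the RefSeq gene types and each count taken as a read pair.

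The procedure was tested on simulated reads with 200 changed genes. limma recovered 87.5% of them with 3.32% false calls, and edgeR's quasi-likelihood test 86.0% with 2.83%. The exact test recovered 91.0% with 16.1% false calls, the likelihood ratio test 91.0% with 17.3%, and DESeq2 89.5% with 17.5%. camera and fry found a raised list of 20 genes, and neither called any of 50 unchanged lists. The simulated genes varied independently of each other, so false calls of lists whose genes vary together were not tested. The 200 changed genes were also far fewer than the 5757 called in the data. In the real libraries, camera passed 6 to 17 of the 51 lists in splits balanced for age. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for tables and figures.

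The qPCR animals, the immunofluorescence and the hRPE cells were not analysed here, and results for some genes and gene sets are not reported here.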

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

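The tests of a mixed sample, of GC content for ribosomal protein genes and of translation factor genes were chosen after the result was seen.

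Of 254 groups of 4 libraries examined, 17 had 1 library far from the other 3 by Dixon's 95% criterion, where chance alone gives 12.7. Any single case in the next paragraphs is therefore weak evidence. Of the 54 lists among these groups, aged replicate 1 stood apart on 6. Its level relative to the mean of all libraries was 0.48 for macrophage and microglia markers (0.84 to 0.89 in the other aged libraries), 0.90 for the higher qPCR genes (1.07 to 1.10), 0.65 for the NADPH oxidase hub genes (0.95 to 0.98), 0.57 for the complement hub genes (0.79 to 0.82), -0.50 for the ECM-receptor genes (-0.40 to -0.39) and 0.31 for the redox genes (0.20 to 0.21). These lists share genes, so they are not independent. On the chemokine hub genes aged replicate 1 was instead the highest aged library (0.80, against 0.43 to 0.74). It was also the highest on neutrophil (1.21) and mast cell (1.63) markers. Over the 28 NADPH oxidase, complement hub and macrophage genes the median gap of aged replicate 1 to the other aged libraries was -0.32. Of 10000 lists matched on length, GC content and level, the lowest reached -0.11, so GC content and gene length do not account for the gap. Fewer macrophages in this eye tissue may be behind it, and an individual difference between mice or a difference in dissection also stays open, all untested. The redox genes were low in young replicate 2 (-0.34, against -0.20 to -0.19), and the cause was not tested.

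Among single genes, in scaled CPM, aged replicate 1 was high for *Ighg2b* (68.6, against 0.328 to 9.60) and *Chrna3* (8.99, against 1.75 to 2.62) and low for *Shank3* (28.4, against 42.9 to 44.4). Young replicate 2 was low for *Lyz1* (0.498, against 0.729 to 0.743) and high for *Sox11* (19.8, against 14.9 to 15.1). Young replicate 1 was low for *Cxcl12* (172.6, against 211.1 to 217.2), and young replicate 3 high for *Ccl8* (9.61, against 0.769 to 1.64). 3 further cases rest on 1 or 2 reads in a group otherwise at 0: *D030074P21Rik* in aged replicate 3 (0.0807), *Ighg2b* in young replicate 2 (0.0415) and *Gm6209* in young replicate 1 (0.0405). No explanation was tested for these genes.

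The fit with age, labelled sex and their interaction gave 22 genes with an adjusted p under 0.05, and 18 to 25 under the alternatives. *Xist* (-17.4), *Ddx3y* (15.2), *Uty* (15.2), *Eif2s3y* (14.5) and *Kdm5d* (13.1) had the largest interaction terms, since the sex-linked transcripts of the aged libraries run against their labels. Of the 4 X-linked genes that escape inactivation, 4 were higher in the young libraries labelled female and lower in the aged libraries labelled female. *Kdm6a* differed by 0.62 in young and by -0.79 in aged libraries, *Eif2s3x* by 0.61 and -0.79, *Kdm5c* by 0.46 and -0.69, and *Ddx3x* by 0.50 and -0.50. The highest Y-linked level in the aged libraries labelled male was 0.147% of the lowest level in the young libraries labelled male, which argues against a mixed sample. A mislabelled sex in the 4 aged libraries is consistent with the 4 genes, and the labels themselves were not changed. Because of this, an interaction of age with the mice's actual sex was not tested, and the fit with the labelled sex as a covariate does not adjust for it. The comparison of ages has 2 libraries with *Xist* and 2 with Y-linked transcripts on each side.

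Mast cell markers and immunoglobulin genes were also higher in aged mice; of the immunoglobulin genes the paper labels *Ighg1* and *Ighg2b*. Mast cell markers had a median log2 fold change of 1.65 (2.62 with genes at the floor at their bound; 7 of 9 higher, 1 lower), and immunoglobulin genes of 1.04 (1.70 with 17 genes at the floor in young mice at their bound; 13 of 36 higher, 18 adjusted over the list alone). On recovered reads, in tests run after the result was seen, the immunoglobulin median was 3.68 with edgeR's quasi-likelihood (21 higher), exact (24) and likelihood ratio (26) tests and 3.73 with DESeq2 (23), and the mast cell median was 3.23 to 3.24 (7 higher, 1 lower). With 17 of the 36 immunoglobulin genes at the floor in young mice, the size of these medians depends on how each test treats counts near 0. *Ighg1*, for example, had 9.50 with edgeR, against a lower bound of 4.81. TNF family genes, a family that the paper names as higher, had a median of 0.63 (0.67 to 0.68 on recovered reads). Of the genes called, 3 mast cell, 6 immunoglobulin and 3 TNF family genes lost their call in at least 1 of the 8 fits without 1 library. The levels of these lists were higher in 4 of 4 aged libraries than in any young library. The median of the mast cell and TNF family genes, 0.82 over 36 genes, lay above the highest of 10000 matched lists (0.26), which argues against GC content and gene length. More mast cells, B cells or plasma cells in the aged tissue may account for part of it. A difference in the tissue collected with the choroid stays open, and neither was tested further.

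Ribosomal protein genes had a median log2 fold change of 0.54, with 70 of 80 higher (73 higher and 1 lower adjusted over the list alone), and leaving out 1 library at a time gave medians of 0.51 to 0.59. The Reactome set Eukaryotic Translation Elongation, with 78 of 95 genes higher, had a camera adjusted p of 7.1e-30, 4.7e-04 with fry and 0.43 with the estimated correlation. The highest of 10000 lists matched on length, GC content and level reached 0.22. The lowest median over the other scalings was 0.47, with quantile normalization. The median of 7 ribosomal protein pseudogenes was 0.079, so they did not fall where the genes rose. These values argue against GC content or gene length, normalization and reads exchanged with pseudogenes as the whole cause. A list of 25 other transcripts, written as TOP transcripts, had a median of 0.38, reached by 2 of 10000 matched lists. It holds translation factors and also *Gas5*, *Snhg1*, *Snhg8*, *Cct4* and *Hnrnpa1*, which are not translation factors. Initiation and elongation factor genes picked by symbol (51 genes) had a lower median of 0.16, reached by 33 of 10000 matched lists, and 0.14 over 67 genes with regulators of the same symbol stem. These values are in line with a change shared with other transcripts, smaller for translation factors than for ribosomal protein genes. The hypothesis that aged RPE/choroid holds more of these transcripts, or that other cell types bring them, was found on these data and may be one of several explanations.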

How the results depend on the processing

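edgeR's exact and likelihood ratio tests and RefSeq gene types were chosen after the result was seen, as was the use of the quasi-likelihood test and DESeq2, set beforehand for counts, on recovered reads; the other alternatives were chosen before the data were examined.

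The number of genes changed with age was 4633 to 5670 across the 8 fits that each left out 1 library and 5356 to 6204 under the other alternatives, and 4514 to 5715 of the genes were shared with the 5757. The genes past both thresholds stayed within 1.5 times of 809 except with DESeq2 (1216), edgeR's exact test (1302) and its likelihood ratio test (1328), and 731 to 899 were found leaving out 1 library. The lower genes among them (144) moved to 283 with a pseudocount of 0.1 and 90 with a pseudocount of 1, and to 301 with edgeR's quasi-likelihood test, 322 with DESeq2, 363 with the exact test and 373 with the likelihood ratio test; leaving out 1 library gave 129 to 181. The pseudocount shrinks the fold changes of genes with few reads by construction, and the cause of the other differences was not tested. RefSeq gene types gave 73.9% protein-coding and 19.3% long non-coding genes in place of 71.6% and 12.8%, as more symbols found a match. Reads per library (24.5 M; M, 1000000 reads) become 49.0 M by construction if each count is taken as a read pair, a reading chosen after the result was seen. Having no minimum on the mean removes no gene and tests nothing.

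The 84 changed RPE signature genes became 73 to 83 leaving out 1 library (57 to 67 lower, 14 to 16 higher), 80 as deposited and 79 with quantile normalization. The share of PC1 was 49.0% to 53.9% leaving out 1 library. Of the 51 lists, 34 to 38 passed camera leaving out 1 library, 37 passed fry and 5 passed camera with the estimated correlation. For the genes named in the text (69 compared), 49 kept direction and side of the threshold in each fit that left out 1 library; 11 became weaker, 7 stronger, and 2 reversed (*Hdac8*, to 0.039 without aged replicate 2 in a range of -0.095 to 0.039, and *Ccl8*, to 0.29 without young replicate 3 in a range of -0.71 to 0.29). Under the other alternatives set before the data were examined, 56 kept both, 7 became weaker and 6 stronger, and with the tests on recovered reads 58 kept both, 4 became weaker and 7 stronger.

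The median of 4 lens genes (0.01) was -0.13 to 0.12 leaving out 1 library, -0.047 as deposited, -0.034 with edgeR's tests and -0.036 with DESeq2. Other list medians changed sign too; that of the interferon response rests on young replicate 3, and for the others the cause was not tested. These are the median log2 fold changes with the library left out, and their range: pigment 0.0056 without aged replicate 4 (-0.12 to 0.0056), smooth muscle and pericytes -0.043 without aged replicate 3 (-0.043 to 0.14), skeletal muscle -0.12 without young replicate 4 (-0.12 to 0.57), proliferation 0.13 without young replicate 3 (-0.25 to 0.13), interferon response 0.13 without young replicate 3 (-0.54 to 0.13), clock genes of the Per arm -0.0063 without young replicate 2 (-0.0063 to 0.083), the TGF family -0.0031 without aged replicate 1 (-0.0031 to 0.054) and MHC genes -0.0002 without young replicate 2 (-0.0002 to 0.35). The Per arm was -0.041 as deposited and -0.049 with quantile normalization. The TGF family was -0.026 as deposited, -0.017 with quantile normalization and -0.0025 with a minimum mean of 1. The MHC genes were -0.022 with edgeR's quasi-likelihood, exact and likelihood ratio tests and -0.025 with DESeq2.

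With 3 against 4 libraries the smallest p of the exact permutation test is 0.029 too. The levels of marker lists, aged minus young, ranged as follows over the fits without 1 library. Müller glia 0.21 to 0.37 (p = 0.029 without young replicate 2), RPE -0.47 to -0.37 (p = 0.057 without young replicates 1 or 4), endothelial -0.44 to -0.34 (p = 0.057 without aged replicate 1), fibroblast 0.22 to 0.37 and Schwann cells 0.18 to 0.33 (each p = 0.029 without aged replicate 1), T cells 0.62 to 0.89 (p = 0.029 without young replicate 3 and, at 0.73, with quantile normalization), mast cells 1.36 to 1.97, neutrophils 0.50 to 0.91 and the Bmal arm of the clock -0.41 to -0.30 (exact p of 0.057 to 0.086 without any 1 young library), skeletal muscle -0.10 to 0.56, proliferation -0.15 to 0.12 and interferon response -0.55 to 0.16.

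The replicate block assumes that same-numbered libraries are paired, and their deviations from the group mean had correlations of -0.05, 0.02, -0.11 and -0.13, against -0.10 to 0.19 for other pairs; it gave 5356 genes, 5036 of them shared. Depth limits genes near the floor. Lower bounds are given only for genes at the floor in young mice. Other genes with few reads have fitted fold changes, which the pseudocount shrinks.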

Differences from the paper's values

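The tests on recovered reads in this part were run after the result was seen; edgeR's quasi-likelihood test and DESeq2 had been set beforehand for counts, and the exact and likelihood ratio tests had not.

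The recovered reads averaged 24.5 M per library (M, 1000000 reads), counted on listed genes, against the paper's 50.2 M reads per library. None of the alternatives set before the data were examined applies to this number. The reads are paired-end, and with each count taken as a read pair, a reading chosen after seeing the values, the average is 49.0 M, within 1.5 times of the paper's. Whether the counts or the paper's number are reads or pairs was not determined here.

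Past both thresholds there were 809 genes, against the paper's 1300. Of the alternatives set before the data were examined, a pseudocount of 0.1 (1120 genes) and leaving out young replicate 3 (899) came within 1.5 times of the paper's value. A pseudocount of 1 (613), a minimum mean of 1 (738), no minimum, the CPM as deposited (795), quantile normalization (796), the labelled sex as a covariate (820), a replicate block of paired libraries (807), robust eBayes (795) and leaving out any other library (731 to 855) did not. On recovered reads, edgeR's quasi-likelihood test (1180 genes) and DESeq2 (1216), set beforehand for counts and applied after seeing the values, came within 1.5 times. Chosen after seeing the values, the exact test (1302) and the likelihood ratio test (1328) did so too.

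Among these, 144 were lower in aged mice, against the paper's 361. Of the alternatives of the limma fit, set before the data were examined, a pseudocount of 0.1 (283) came within 1.5 times, and the others gave 90 to 196. On recovered reads, the quasi-likelihood test (301) and DESeq2 (322), set beforehand for counts and applied after seeing the values, came within 1.5 times. Chosen after seeing the values, so did 363 with the exact test and 373 with the likelihood ratio test. Of the settings run, the exact test came nearest to the paper's other counts too, with 5472 changed genes against the paper's 5469, 939 higher genes past both thresholds against 939, and 1420 lower genes at the relaxed threshold against 1418.

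The paper names visual perception among the terms of the genes that load PC1 toward young mice. Here 0 of 18 rod and 1 of 9 cone genes (*Opn1mw*) were among the 100 genes with the largest loadings in that direction, and the smallest adjusted p of a Reactome set was 1.0.

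Genes that the paper's figures of mouse RPE/choroid label as changed and that did not pass here are *Klk1b22* (adjusted p = 0.15), *Cxcr2* (0.067), *Cxcr3* (0.053), *Gngt1* (0.063), *Serpina1b* (0.053) and *Chrna3* (0.061), from limma. edgeR's exact and likelihood ratio tests on recovered reads, chosen after seeing the values, gave each of them an adjusted p under 0.05, and DESeq2 gave all but *Klk1b22*, which was at 0 reads in young mice and had reads in aged replicates 1 and 2 only, a log2 fold change of at least 3.33 against the floor. With the quasi-likelihood test *Cxcr3* (0.042) and *Serpina1b* (0.029) passed. Among the alternatives set before the data were examined, *Cxcr2* passed with the labelled sex as a covariate (0.030), with a replicate block of paired libraries (0.035) and without aged replicate 4 (0.048). *Cxcr3* passed with quantile normalization (0.049), with robust eBayes (0.048), without young replicate 3 (0.034) and without aged replicate 1 (0.0076). *Gngt1* passed as deposited (0.044), with quantile normalization (0.0498), without young replicate 1 (0.022) and without aged replicate 1 (0.040). *Serpina1b* passed with a pseudocount of 0.1 (0.037) and without aged replicate 1 (0.026), and *Chrna3* without young replicate 3 (0.033). *Klk1b22* passed under none of them. The paper's text also describes the genes of its hRPE panel as altered with age in mice. Of these, *Ccl26*, *Cxcl8* and *Il6* were not found among the listed genes under these symbols and could not be tested. *Ccl5* and *Ccl8* were tested and did not pass with limma. *Ccl8* had a negative log2 fold change (-0.39), which was 0.29 without young replicate 3.

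*Hdac3*, which the paper gives as not different between ages, had an adjusted p of 0.22 here and 0.048 with the CPM as deposited.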

Other observations

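The tests of other splits for the counts of genes, of the share of RPE cells, of neural retina, of the 3 correlations, and of immune cells and library size in young replicate 3 were chosen after the result was seen, and the test with fry was added after the splits with camera were seen.

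The 8 libraries can be split into 4 and 4 in 35 ways. Only 1 of the 35 splits, that by age, gave as many changed genes as 5757 (6 at most in the others), 1 gave as many past both thresholds as 809 (5 at most), 1 as many past -0.5 as 1248 (4 at most), and 1 as many RPE signature genes as 84 (0 in the others). For gene lists tested with camera, 10 of the 35 splits gave at least as many as the 35 lists by age, up to 39, and for Reactome sets 4 of 35 gave at least as many as 179, up to 224. With fry 1 of 35 gave as many as 37 lists (1 at most in the others). The 16 splits with 3 libraries of 1 age on a side carry part of the age difference, and they include the 9 other splits with at least 35 lists. The 18 splits with 2 libraries of each age on each side, set apart after the result was seen, gave 6 to 17 lists, fewer than the split by age, and 3 to 185 Reactome sets, with 1 split at or above 179. camera therefore also passes lists and sets in splits balanced for age, and this limits each list result that rests on camera alone.

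Marker lists of cell types, with no conclusion drawn on cell numbers, had these median log2 fold changes in aged against young mice: macrophages and microglia 1.44 (12 of 17 genes higher, and 1 lower adjusted over the list alone; the paper names 7 of them), T cells 0.84 (11 of 14 higher), B and plasma cells 0.60 (6 of 15 higher, and 0.32 without aged replicate 3), neutrophils 0.65 (2 of 6 higher), erythroid cells -0.41 (1 of 6 lower), endothelium -0.40 (10 of 12 lower), fibroblasts 0.20 (4 of 10 higher, 1 lower), Schwann cells 0.09 (3 of 8 higher), Müller glia 0.24 (1 of 7 higher, 1 lower), pigment genes -0.06 (1 of 11 higher, 1 lower), smooth muscle and pericytes 0.09 (1 of 8 higher), skeletal muscle 0.35, lens 0.01 and proliferation -0.08 (1 of 15 lower). With edgeR's quasi-likelihood test on recovered reads, applied after seeing the values, some medians differed. They were larger for T cells (1.46), B and plasma cells (0.99) and neutrophils (1.40). They were smaller for macrophages and microglia (1.40) and skeletal muscle (0.14). Pigment, smooth muscle, skeletal muscle, lens and proliferation change sign when 1 library is left out. Other lists gave 0.02 for the Per arm of the clock and -0.32 for its Bmal arm (2 of 5 lower, -0.18 without aged replicate 4). Immediate early genes had 0.15 (4 of 14 higher, 2 lower), with 0.29 without young replicate 2 and 0.08 without young replicate 3. Histone variants had -0.09 (1 of 11 lower), with -0.04 without young replicate 1 and -0.03 without aged replicate 3. MHC genes had 0.09 (5 of 28 higher, 1 lower), and 0.35 without young replicate 3. The 2 mitochondrial genes with a median of 0.31 are the ribosomal RNAs *mt-Rnr1* and *mt-Rnr2*, and neither passed. Ribosomal RNA was depleted in library preparation, so this median does not describe mitochondrial mRNA.

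RPE markers were lower and immune markers higher in aged mice. A lower share of RPE cells alone would raise the markers of every other cell type alike, but the endothelial markers had a median log2 fold change of -0.40 (exact permutation p = 0.029, lower in 4 of 4 aged libraries). This argues against a lower RPE share as the whole explanation. A change within RPE cells, an increase of immune cells or a loss of choroidal endothelium with age stays open and was not tested.

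The NADPH oxidase hub genes followed the macrophage markers within each age, with a Pearson r of 0.98 over 8 libraries (p = 0.00347 from 576 exact permutations within ages, adjusted p = 0.0104 over 3 relations; Spearman correlation 0.98, p = 0.00694 by permutation; r of 0.97 without the 2 libraries furthest from the median macrophage level). The complement hub genes outside the macrophage list did so with an r of 0.95 (p = 0.0139 by exact permutation, adjusted p = 0.0139; Spearman correlation 0.81, p = 0.0208 by permutation; r of 0.83 without those 2). Of the 17 macrophage markers, however, *Csf1r* (-0.13), *Cx3cr1* (-0.09), *Mrc1* (-0.20) and *Cd74* (-0.51) had negative log2 fold changes, and neither they nor *Aif1* (0.60) passed over all genes. More macrophages in the aged tissue may contribute to the higher levels of both groups of genes, and a change of expression within macrophages stays open and was not tested. The relation is within 4 libraries per age and does not show in which cells the genes are expressed.

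Rod and cone genes were lower in aged mice. Within ages the rod and cone levels rose and fell together, with an r of 0.88 (p = 0.0139 by exact permutation, adjusted p = 0.0139; Spearman correlation 0.90, p = 0.00868 by permutation; r of 0.73 without the 2 libraries furthest from the median cone level), which is in line with varying amounts of photoreceptor material between libraries. The lowest of 10000 lists matched on length, GC content and level reached -0.23, against -0.71 for the rod genes, so GC content and gene length do not account for it. Less neural retina carried over in the aged libraries and a change in the photoreceptors cannot be told apart: the rod level minus the inner-retina level differed between aged and young libraries by -0.59 (exact permutation p = 0.057), and the inner-retina levels vary among the young libraries.

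The interferon-response genes had a median log2 fold change of -0.34 in aged mice, which became 0.13 without young replicate 3. In that library the macrophage level stood 0.69 and the T cell level 0.60 above the mean of the other young libraries, against 1.94 for the interferon level, so macrophages or T cells alone do not account for it. Its median over the interferon genes was 1.71, against at most 0.11 in 10000 lists matched on GC content, gene length and level, and its 23.1 M reads lie within the 22.8 to 24.6 M of the other young libraries. An interferon response in this mouse, or a difference in its handling, may be behind the level, and neither was tested.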
